# Nucleolar GTPase Bms1 displaces Ttf1 from RFB-sites to balance progression of rDNA transcription and replication

**DOI:** 10.1093/jmcb/mjab074

**Published:** 2021-11-13

**Authors:** Yanqing Zhu, Yong Wang, Boxiang Tao, Jinhua Han, Hong Chen, Qinfang Zhu, Ling Huang, Yinan He, Jian Hong, Yunqin Li, Jun Chen, Jun Huang, Li Jan Lo, Jinrong Peng

**Keywords:** Bms1, cell cycle, nucleolus, ribosome small subunit processome, replication-fork barrier, Ttf1, zebrafish

## Abstract

18S, 5.8S, and 28S ribosomal RNAs (rRNAs) are cotranscribed as a pre-ribosomal RNA (pre-rRNA) from the rDNA by RNA polymerase I whose activity is vigorous during the S-phase, leading to a conflict with rDNA replication. This conflict is resolved partly by replication-fork-barrier (RFB)-sites sequences located downstream of the rDNA and RFB-binding proteins such as Ttf1. However, how Ttf1 is displaced from RFB-sites to allow replication fork progression remains elusive. Here, we reported that loss-of-function of Bms1l, a nucleolar GTPase, upregulates rDNA transcription, causes replication-fork stall, and arrests cell cycle at the S-to-G2 transition; however, the G1-to-S transition is constitutively active characterized by persisting DNA synthesis. Concomitantly, *ubf*, *tif-IA*, and *taf1b* marking rDNA transcription, Chk2, Rad51, and p53 marking DNA-damage response, and Rpa2, PCNA, Fen1, and Ttf1 marking replication fork stall are all highly elevated in *bms1l* mutants. We found that Bms1 interacts with Ttf1 in addition to Rc1l. Finally, we identified RFB-sites for zebrafish Ttf1 through chromatin immunoprecipitation sequencing and showed that Bms1 disassociates the Ttf1‒RFB complex with its GTPase activity. We propose that Bms1 functions to balance rDNA transcription and replication at the S-phase through interaction with Rcl1 and Ttf1, respectively. TTF1 and Bms1 together might impose an S-phase checkpoint at the rDNA loci.

## Introduction

During the S-phase, eukaryotic pre-ribosomal RNA (pre-rRNA), the precursor for 18S, 5.8S, and 28S ribosomal RNAs (rRNAs), is actively synthesized by RNA polymerase I (Pol-I), leading to either a head-on or codirectional conflict between rDNA transcription and replication (Klein and Grummt, 1999; Akamatsu and Kobayashi, 2015). The head-on conflict is resolved by the replication fork barriers (RFBs) containing DNA sequences downstream of the RNA gene, whereas the codirectional conflict is resolved by the RFBs formed by an RNA‒DNA hybrid called R-loop (Gerber et al., 1997; Kobayashi, 2003; Mirkin and Mirkin, 2007; Akamatsu and Kobayashi, 2015; Hamperl and Cimprich, 2016). In baker’s yeast, the locus of rDNA contains ~150 tandem repeats of the 35S pre-rRNA genes separated by 5S rRNA gene (Henras et al., 2015) and the head-on RFBs are localized between the 35S pre-rRNA and 5S rRNA genes (Linskens and Huberman, 1988). The head-on RFB sequences serve as the docking site for protein factors such as Fob1 to resolve the collision between transcription and replication (Kobayashi, 2003; Mirkin and Mirkin, 2007; Akamatsu and Kobayashi, 2015; Hamperl and Cimprich, 2016). In mouse and human cells, the head-on RFB sequences, also called the ‘Sal-boxes’, are located downstream from the 47S pre-rRNA-coding region (Bartsch et al., 1987; Lopez-estrano et al., 1998; Akamatsu and Kobayashi, 2015) and Ttf1 is the factor to bind to the head-on RFB-sites to terminate rDNA transcription and mediate replication fork arrest (Bartsch et al., 1987; Evers et al., 1995; Diermeier et al., 2013; Akamatsu and Kobayashi, 2015). However, how TTF1 is displaced from the head-on RFB-sites to allow the replication fork progression remains elusive.

Nucleolus harbors machineries responsible for processing and maturation of 18S, 5.8S, and 28S rRNAs from the pre-rRNA and assembly of ribosomal small and large subunits (Boisvert et al., 2007; Henras et al., 2015). Compromised ribosome biogenesis might cause related diseases named ribosomopathies (Farley-Barnes et al., 2019; Huang et al., 2020). As a component of the small subunit (SSU) processome (Pérez-Fernández et al., 2011; Phipps et al., 2011), Bms1, a nucleolar GTPase (Karbstein et al., 2005; Karbstein and Doudna, 2006), partners with Rcl1 to cleave pre-rRNA at specific sites (Billy et al., 2000; Wegierski et al., 2001; Delprato et al., 2014; Kornprobst et al., 2016; Cheng et al., 2017; Zhu et al., 2021). Interestingly, studies have shown that mutation in zebrafish Bms1l displays a hypoplastic liver (Wang et al., 2012) and malfunctioned BMS1 in human causes aplasia cutis congenital (Marneros, 2013), both due to cell cycle arrest. However, how Bms1l/BMS1 controls cell cycle progression is currently unknown.

Successful completion of cell cycle is controlled by the G1/S, S/G2, G2/M, and metaphase-to-anaphase transition checkpoints (Keaton, 2007; Malumbres, 2014; Saldivar et al., 2018). Considering the special genomic features of the rDNA loci, which usually harbor hundreds of copies of tandemly arrayed rDNA genes, and the role of TTF1 in resolving the head-on conflict between rDNA transcription and replication, we hypothesized that the on-and-off of TTF1 at the RFB-sites might act as a control of the S-to-G2 progression. We reveal here that nucleolar GTPase Bms1 directly displaces Ttf1 from the RFB-sites to facilitate the replication-fork progression, thus establishing a molecular mechanism for resolving the head-on confliction between transcription and replication at the rDNA loci at the S-phase.

## Results

### Loss-of-function of Bms1l upregulates 45S pre-rRNA transcription and alters nucleolar morphology

The zebrafish *bms1l^sq163/sq163^* homozygous mutant, which harbors L^152^ to Q^152^ substitution in Bms1l, confers a small liver phenotype due to cell cycle arrest, but not to cell apoptosis, characterized by reduced ratios of phospho-Histone H3-positive (pH3-positive) cells (Wang et al., 2012). We generated a new mutant allele *bms1l^zju^*^*1*^ via CRISPR‒Cas9 technology. *bms1l^zju^*^*1*^ carries one base substitution and a 13-base pair insertion in exon2 that disrupts the *bms1l* open-reading frame (Supplementary Figure S1A). Compared with the wild-type (WT) control, the *bms1l^zju1/zju^*^*1*^ homozygotes displayed short trunk, small eyes, heart edema, and hardly detectable signals of *fatty acid binding protein 10a* (*fabp10a*, a liver marker), *intestine fatty acid binding protein* (*ifabp*, an intestine marker), and *trypsin* (an exocrine-pancreas marker) at 5 day-post-fertilization (5dpf) (Supplementary Figure S1B‒E), phenotypes more severe than that observed in the *bms1l^sq163/sq163^* mutant (Wang et al., 2012). Allelism analysis revealed no or a small liver in the *bms1l^sq163/zju^*^*1*^ hemizygotes (Supplementary Figure S1F). Therefore, Bms1l plays an essential role in digestive organ development.

We previously showed that the pre-rRNA processing was affected after knockdown of Bms1l expression using a *bms1l* gene-specific morpholino (MO) in the WT embryos (Wang et al., 2012). Here, we compared the ratios of 28S rRNA vs. 18S rRNA between *bms1l^sq163/sq163^* and its siblings (the pool of *bms1^+/+^* and *bms1^sq163/+^*) and between *bms1l^zju1/zju^*^*1*^ and its siblings (the pool of *bms1^+/+^* and *bms1^zju1/+^*) at 5dpf, and both *bms1l^sq163/sq163^* and *bms1l^zju1/zju^*^*1*^ homozygous mutants exhibited a much greater 28S vs. 18S ratio than their siblings (Supplementary Figure S2A and B). RNA analysis using the *5ʹ-external-transcribed-spacer* (*5ʹ-ETS*) and *internal-transcribed-spacer-1* (*ITS1*) probes showed an upregulation of the transcript levels of 45S pre-rRNA in both mutants at 5dpf together with two additional bands detected by the *5ʹ-ETS* probe (Supplementary Figure S2C). Quantitative real-time PCR (qPCR) analysis confirmed the upregulation of rRNA expression in *bms1l^sq163/sq163^* at 5dpf (Figure 1A). Concomitantly, genes controlling 45S pre-rRNA transcription including *HMG-box containing upstream binding factor* (*ubf*), *transcription-initiation-factor IA* (*tif-IA*), and *TATA-box binding protein-associated factor RNA polymerase I subunit B* (*taf1b*) (Engel et al., 2017; Yuan et al., 2002) were significantly upregulated in *bms1l^sq163/sq163^* at 5dpf (Figure 1B).

**Figure 1:**
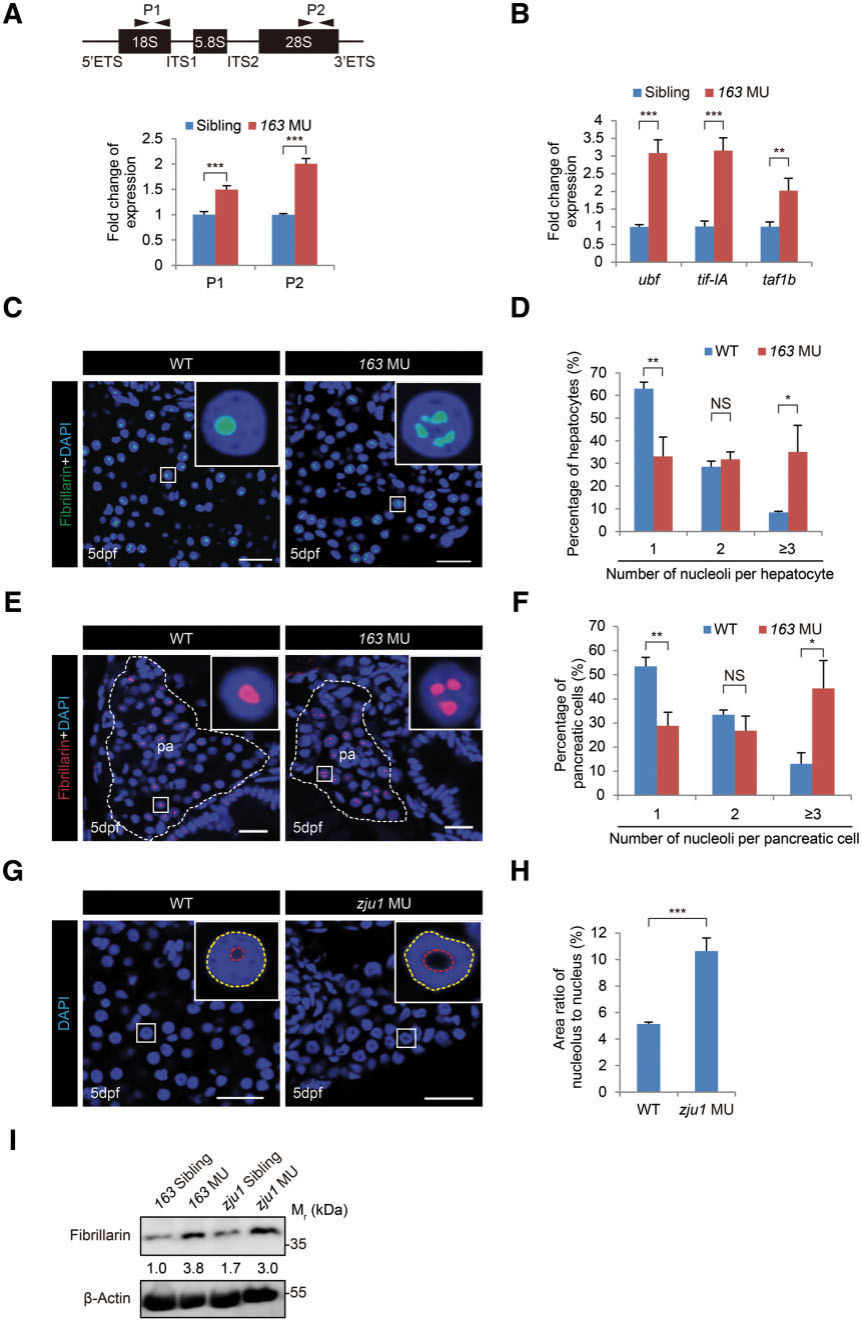
Loss-of-function of Bms1l upregulates the pre-rRNA transcription and increases the volume of nucleoli in hepatocytes. (**A**) qPCR analysis of total rRNA transcripts in 5dpf-old *bms1l^sq163/sq163^* mutant and its siblings (the pool of *bms1^+/+^* and *bms1^sq163/+^*, used thereafter) using two pairs of primers derived from 18S (P1) and 28S (P2) showing an upregulation of rRNA expression in *bms1l^sq163/sq163^* mutant. Upper panel, a diagram showing the genomic structure of the zebrafish rDNA gene and the positions of P1 and P2. (**B**) qPCR analysis showing the upregulation of *ubf*, *tif-IA*, and *taf1b* expression in 5dpf-old *bms1l^sq163/sq163^* mutant compared with the siblings. The qPCR values were normalized against *GAPDH* and expressed as fold change of expression. The values plotted represent mean ± SEM. **P < 0.01, ***P < 0.001. (**C**–**F**) Fibrillarin immunostaining and DAPI staining (green in **C** and red in **E**) showing the significant increase in the number of nucleoli in *bms1l^sq163/sq163^* hepatocytes (**D**, three WT embryos, 1397 cells examined; three *bms1l^sq163/sq163^* embryos, 1274 cells examined) and pancreatic cells (**F**, three WT embryos, 1015 cells examined; three *bms1l^sq163/sq163^* embryos, 463 cells examined) when compared with WT, respectively, at 5dpf. The pancreatic region (pa) was outlined by a dashed line. Scale bar, 20 μm (**C**) and 10 μm (**E**). (**G** and **H**) DAPI staining (**G**) showing the significant increase in the size of nucleolus in *bms1l^zju1/zju1^* hepatocytes compared with WT at 5dpf (**H**, three WT embryos, 112 cells examined; four *bms1l^zju1/zju1^* embryos, 119 cells examined). Scale bar, 20 μm. (**I**) Western blotting showing the upregulation of Fibrillarin protein levels in 5dpf-old *bms1l^sq163/sq163^* and *bms1l^zju1/zju1^* mutants compared with their siblings. β-Actin: loading control. Insets in **C**, **E**, and **G** showing higher magnification of a representative nucleus (boxed). The values in **D**, **F**, and **H** plotted represent mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001; NS, no significance.

Abnormally elevated 45S pre-rRNA production could alter nucleolar morphology (Wang et al., 2016). Immunostaining of Fibrillarin (a nucleolar marker) revealed that, in WT embryos at 5dpf, only ∼8% of hepatocytes contained three or more nucleoli, ∼29% two nucleoli, and ∼63% single nucleolus per hepatocyte (Figure 1C and D). In contrast, in *bms1l^sq163/sq163^*, ∼35% of hepatocytes harbored three or more nucleoli and only ∼33% single nucleolus per hepatocyte (Figure 1C and D). Pancreatic cells behaved similarly (Figure 1E and F). Interestingly, instead of nucleolus number, the area ratio of nucleolus vs. nucleus was increased in *bms1l^zju1/zju^*^*1*^ hepatocytes (10.3%) compared to WT (4.5%) at 5dpf (Figure 1G and H). Consistently, Fibrillarin levels were markedly elevated in both mutants (Figure 1I). Together, these data demonstrate the importance of Bms1l in regulating 18S rRNA maturation and nucleolus architecture.

### Loss-of-function of Bms1l arrests cells at the S-phase but with continuous genomic DNA over-replication

The small liver in *bms1l^sq163/sq163^* was attributed to cell cycle arrest (Wang et al., 2012). Surprisingly, immunostaining showed a much higher ratio of PCNA-positive (an S-phase marker) hepatocytes in *bms1l^sq163/sq163^* (94.9%) than in WT (46.4%), while without significant difference in the neural tube (NT) (3.1% in WT vs. 3.2% in *bms1l^sq163/sq163^*) at 5dpf (Figure 2A;  Supplementary Figure S3A and B). An EdU-incorporation experiment (for checking the activity of DNA biosynthesis, so does BrdU labeling) showed that the ratio of EdU-positive hepatocytes was strikingly higher in *bms1l^sq163/sq163^* at both 4dpf (28.4% in *bms1l^sq163/sq163^* vs. 13.2% in WT) (Figure 2B; Supplementary Figure S3C) and 5dpf (19.0% in *bms1l^sq163/sq163^* vs. 4.8% in WT) (Figure 2C). Interestingly, while there was a significant difference in the NT at 4dpf (0.6% in *bms1l^sq163/sq163^* vs. 1.3% in WT) (Figure 2B), no significant difference (0.7% in *bms1l^sq163/sq163^* vs. 0.8% in WT) was observed at 5dpf between WT and *bms1l^sq163/sq163^* (Figure 2C), which coincides with the dynamic expression patterns of *bms1l* during these developmental stages (Wang et al., 2012). We previously showed that *bms1l* transcripts are maternally deposited, which is expected to support early embryogenesis such as NT formation. The zygotic expression of *bms1l* was clearly enriched in the digestive organs but not in the NT at 2.5dpf and 4dpf (Wang et al., 2012), suggesting that the early development of digestive organs but not of the NT likely relies on the zygotic Bms1l. Therefore, Bms1l depletion is expected to have little effect on the NT development at 5dpf and the status of the cell proliferation in the NT can be used as the control to demonstrate that the cell proliferation abnormality in the mutant digestive organs is due to the loss-of-function of *bms1l* rather than a developmental delay.

**Figure 2:**
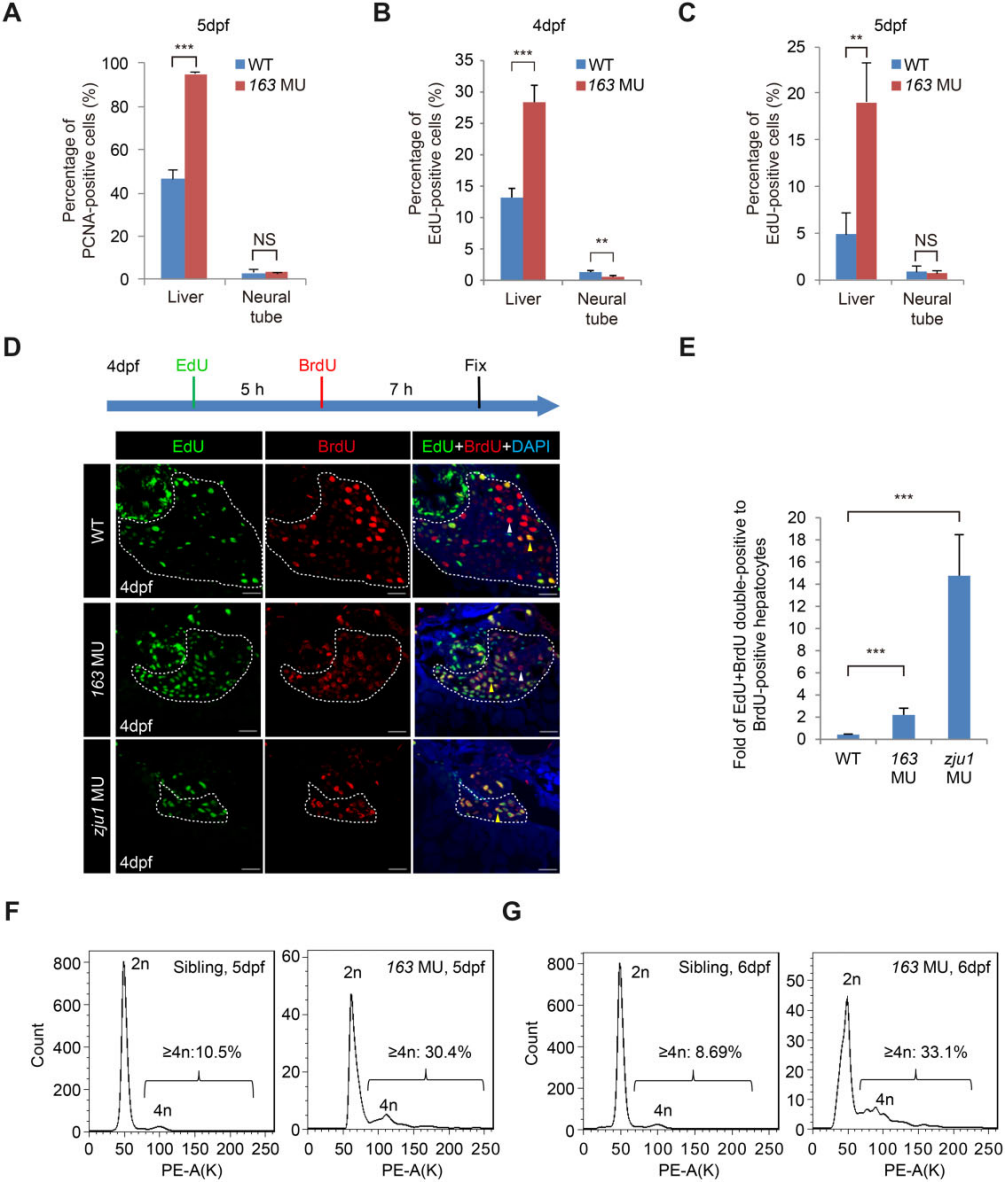
Bms1l mutations cause genomic DNA partial over-replication and arrest cells at the S-phase. (**A**) Immunostaining of PCNA showing the significant increase in the percentage of PCNA-positive cells in *bms1l^sq163/sq163^* hepatocytes but not in the NT when compared with WT at 5dpf. Hepatocyte samples: three WT embryos, 3090 cells counted; three *bms1l^sq163/sq163^* embryos, 1336 cells counted. For NT cells, the pixels of PCNA-positive and DAPI-positive signals were captured by Photoshop and were used to obtain the percentage of PCNA-positive cells as shown. (**B** and **C**) The percentage of EdU-positive hepatocytes were significantly higher in *bms1l^sq163/sq163^* than in WT both at 4dpf (**B**) and 5dpf (**C**). Hepatocyte samples in **B**: four WT embryos, 9422 cells counted; three *bms1l^sq163/sq163^* embryos, 1958 cells counted. In **C**: four WT embryos, 7995 cells counted; three *bms1l^163/sq163^* embryos, 1684 cells counted. (**D **and** E**) EdU and BrdU were sequentially injected into 4dpf embryos as shown (**D**, top panel). Staining of EdU and BrdU was performed (**D**, lower panels). The ratios of BrdU + EdU double-positive vs. BrdU-only-positive hepatocytes were significantly higher in *bms1l^sq163/sq163^* and *bms1l^zju1sq163^* mutants than in WT at 4dpf (**E**), demonstrating DNA over-replication in the two mutants. Samples: five WT embryos, 2591 cells counted; seven *bms1l^163/sq163^* embryos, 1245 cells counted; four *bms1l^zju1/zju1^* embryos, 593 cells counted. Scale bar, 20 μm. (**F** and **G**) Flow cytometry analysis showing a significant increase in the ratio of ≥4n hepatocytes in *bms1l^sq163/sq163^* compared with its siblings (the pool of *bms1^+/+^* and *bms1^sq163/+^*) at 5dpf (**F**) and 6dpf (**G**). Average percentages of ≥4n hepatocytes from three repeats for each genotype were provided. PE-A(K), signal intensity in PE channel. In **A**‒**C**, **E**, and **F**, **P < 0.01, ***P < 0.001; NS, no significance.

Data above suggest that the *bms1l^sq163/sq163^* hepatocytes are undergoing active DNA biosynthesis despite of cell cycle arrest. To confirm this, we performed an EdU/BrdU double-labeling pulse-chase experiment. Considering that the retention time of free EdU in the liver is <6 h (Supplementary Figure S3D), we first injected EdU into the embryos at 4dpf and followed by BrdU injection 5 h later. Doubly injected embryos were fixed at 7 h after BrdU injection for staining of EdU and BrdU, respectively (Figure 2D, drawing on the top). The scenario is that if a cell is labeled by EdU only (EdU-positive), this cell has been experiencing the S-phase after EdU injection but completes the S-phase before BrdU injection. On the other hand, if a cell is labeled by BrdU only (BrdU-positive), this cell enters the S-phase only after BrdU injection. For a cell labeled by both EdU and BrdU (EdU + BrdU double-positive), there might be three possibilities: (i) an EdU-positive cell re-enters cell cycle, which can be labeled by BrdU; (ii) an EdU-positive cell has yet completed its S-phase when BrdU is injected; (iii) an EdU-positive cell is arrested at the S-phase but with continuing DNA biosynthesis. Therefore, we anticipated that by comparing the number of BrdU + EdU double-positive cells vs. BrdU-only-positive cells, we could determine the status of DNA biosynthesis in each cell during this period (Figure 2D). Statistics showed that the fold of BrdU + EdU double-labeled to BrdU-only-labeled cells was ∼2.2 and ∼14.8 in the *bms1l^sq163/sq163^* and *bms1l^zju1/zju^*^*1*^ livers, respectively, drastically and significantly higher than that in the WT (0.42) (Figure 2E). These data suggest that mutant hepatocytes are arrested at the S-phase characterized by continuous genomic DNA biosynthesis.

To determine whether continuous genomic DNA biosynthesis finally yields cells containing abnormal DNA contents, we microdissected liver buds from 5dpf and 6dpf WT and *bms1l^sq163/sq163^* embryos in the *Tg(fabp10a: RFP)* genetic background where hepatocytes were specifically labeled by RFP (Her et al., 2003). Liver buds were disassociated and ∼86% of the dissociated cells were confirmed to be hepatocytes by costaining of RFP and the hepatocyte marker Bhmt (Yang et al., 2011; Gao et al., 2018; Supplementary Figure S3E). DNA content analysis of RFP-positive cells by flow cytometry (Guan et al., 2016) showed that the ratio of cells with DNA content ≥4n against total cells were ∼30.4% and ∼33.1% in 5dpf and 6dpf *bms1l^sq163/sq163^* mutants, respectively, much higher than that in the siblings (the pool of *bms1^+/+^* and *bms1^sq163/+^*, 10.5% and 8.7% at 5dpf and 6dpf, respectively) (Figure 2F and G). Notably, the DNA content >4n in the mutant cells did not show distinct peaks, suggesting that these cells suffered from genomic DNA partial over-replication but not polyploidic.

### Loss-of-function of Bms1l upregulates the transcriptome associated with the nucleolar activities

Next, we performed an RNA sequencing (RNA-seq) experiment to determine the effect of Bms1l depletion on the gene expression profiles in 3dpf-old embryos. The qualities of the RNA-seq data from three WT and three *bms1l^zju^*^*1/zju1*^ mutant samples were evaluated by the number of the clean reads (between 5.4G and 6.4G), mapping rates (>84% for all six samples) of the clean sequences to the zebrafish genome ((Danio_rerio.GRCz10.84 from ENSEMBL) and hierarchical clustering analysis (Supplementary Figure S4A and B). Cross comparison of gene expression using the DEseq method based on the reads per kilobase million mapped reads method (Wang et al., 2010; Wagner et al., 2012) identified 453 downregulated genes (log_2_ ≤ −1, *P* < 0.05) and 390 upregulated genes (log_2_ ≥ 1, *P* < 0.05) in the *bms1l^zju^*^*1/zju1*^ mutant embryos (Supplementary Figure 4C, Tables S1 and S2).

We then performed a gene ontology (GO) (Ashburner et al., 2000) analysis of the 453 downregulated genes in *bms1l^zju^*^*1/zju1*^ (Supplementary Table S1). The top 20 significantly affected items in the GO biological process (GO_BP) category were related to photoresponse and metabolic activities (Figure 3A, left panel), including genes involved in response to light stimulus (9 genes), organic acid metabolic process (27 genes), metabolism of lipids (17 genes), etc. (Supplementary Table S3), which coincides with the hypoplastic phenotype of the digestive organs exhibited by *bms1l^zju^*^*1/zju1*^. For the 390 upregulated genes in *bms1l^zju^*^*1/zju1*^, the top 20 significantly affected items in the GO_BP category were mainly related to the ribosome biogenesis and tRNA processing (Figure 3A, right column), including genes involved in ncRNA metabolic process (49 genes), tRNA metabolic process (24 genes), ribosomal large subunit biogenesis (12 genes), ribosomal SSU biogenesis (9 genes), etc. (Supplementary Table S4), which is consistent with the upregulation of rRNA expression (Figure 1A and B) and increase of the nucleolar volume observed in *bms1l^zju^*^*1/zju1*^ (Figure 1A‒H). Furthermore, we noticed that genes related to the cell cycle regulation, including *cyclin E1*, *malignant T cell amplified sequence 1*, and *NIMA-related kinase 8* were significantly upregulated in *bms1l^zju^*^*1/zju1*^ at 3dpf (Supplementary Figure 4D), reflecting the abnormal cell cycle progression and genomic DNA replication observed in *bms1l^zju^*^*1/zju1*^ (Figure 2A‒G).

**Figure 3:**
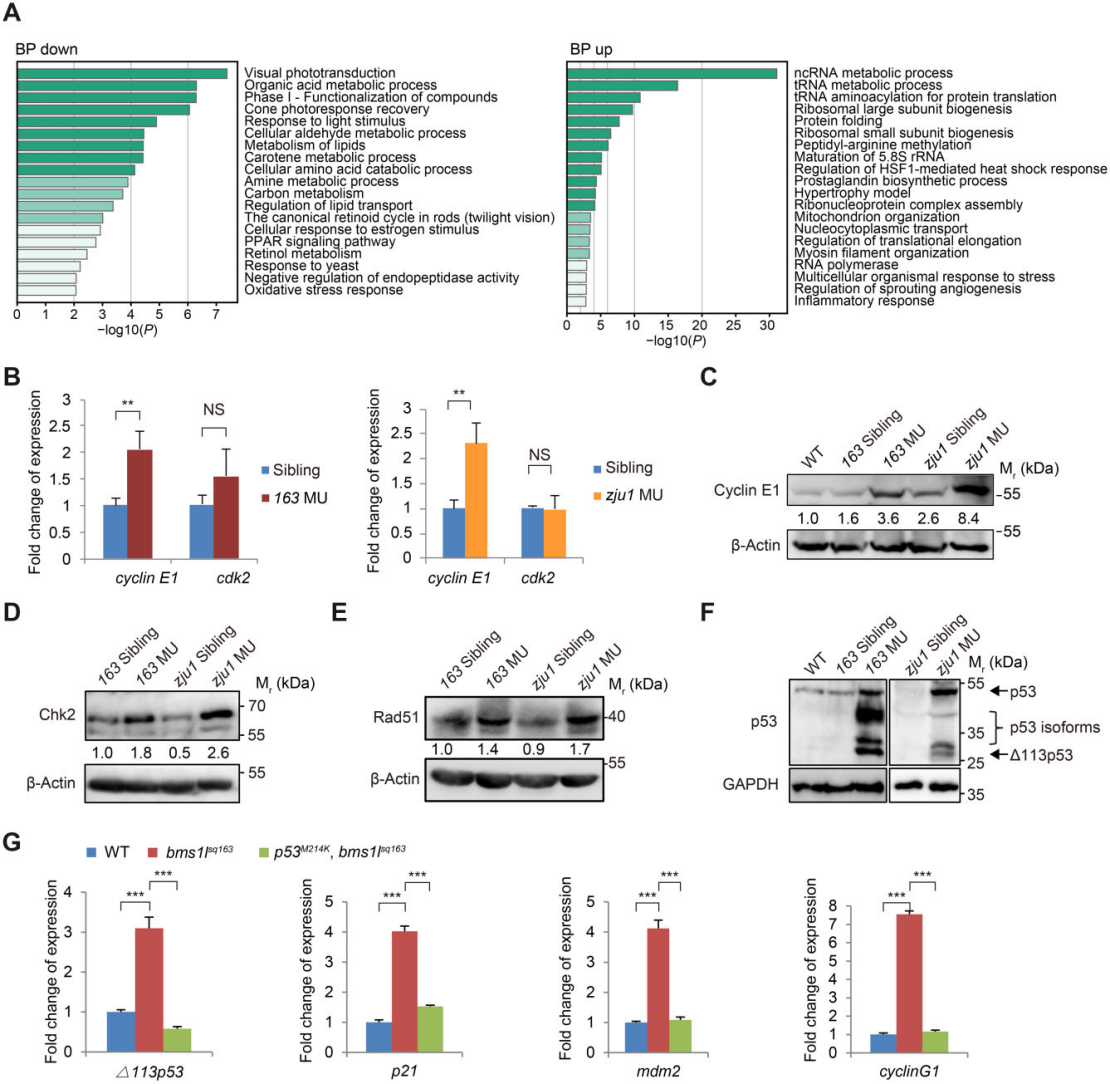
Bms1l mutations activate DNA-damage response. (**A**) GO enrichment analysis of the biological process (BP) category of RNA-seq data from WT and *bms1l^zju1/zju1^* mutant embryos at 3dpf. BP up, enrichment of upregulated genes; BP down, enrichment of downregulated genes. (**B**) qPCR analysis showing the elevated expression of *cyclin E1* but not *cdk2* in both *bms1l^sq163/sq163^* and *bms1l^zju1/zju1^* mutants at 5dpf. (**C**–**F**) Western blotting showing that the protein levels of Cyclin E1 (**C**) and DNA-damage response markers Chk2 (**D**), Rad51 (**E**), p53 and p53 isoforms (**F**) were obviously increased in both *bms1l^sq163/sq163^* and *bms1l^zju1/zju1^* compared with their siblings or WT at 5dpf. β-Actin and GAPDH: loading control. (**G**) qPCR analysis of the expression of △*113p53*, *p21*, *mdm2*, and *cyclinG1* in 5dpf-old *bms1l^sq163/sq163^* mutant, *bms1l^sq163/sq163^p53^M214K/M214K^* double-mutant and WT. The upregulated expression of these four genes in the *bms1l^sq163/sq163^* mutant was restored to the WT level in *bms1l^sq163/sq163^p53^M214K/M214K^* double-mutant. *163* MU, *bms1l^sq163/sq163^*; *zju1* MU, *bms1l^zju1/zju1^*. In **B** and **G**, **P < 0.01, ***P < 0.001; NS, no significance.

### Loss-of-function of Bms1l activates DNA-damage response

Consistent with the RNA-seq data (Supplementary Figure 4D), a qPCR analysis showed that the expression level of *cyclin E1* but not *CDK2* was significantly higher in *bms1l^sq163/sq163^* and *bms1l^zju1/zju^*^*1*^ with respect to their siblings (Figure 3B). Consequently, the level of Cyclin E1 protein was elevated in both mutants (Figure 3C). Cyclin-dependent kinase 2 (CDK2) is essential for the G1/S-phase transition during cell cycle. Cyclin E1 is a member of the highly conserved cyclin family, which regulates the function of CDK2 by forming a complex with CDK2. The timing expression of Cyclin E1 plays a direct role in the initiation of DNA replication (Keaton, 2007; Malumbres, 2014; Saldivar et al., 2018). The upregulation of Cyclin E1 nicely coincides with the genomic DNA partial over-replication in *bms1l^sq163/sq163^* and *bms1l^zju1/zju^*^*1*^ hepatocytes (Berger et al., 2005).

Genomic DNA partial over-replication is expected to cause DNA-damage response (Alexander and Orr-Weaver, 2016). Indeed, protein levels of Chk2 and Rad51, two DNA-damage response factors, were highly elevated in both mutants at 5dpf (Figure 3D and E). We also observed an obvious upregulation of p53 in both mutants (Figure 3F), together with upregulation of p53-responsive genes *Δ113p53*, *p21*, *mdm2*, and *cyclin G1* (Berghmans et al., 2005; Chen et al., 2005, 2009; Supplementary Figure S5A) and the Δ113p53 family proteins (Figure 3F; Shi et al., 2015). Strikingly, the increased p53 and Δ113p53 were highly enriched in the nucleolus of the mutant hepatocytes (Supplementary Figure S5B). Introducing the *p53^M214K^* mutation (Berghmans et al., 2005) to the *bms1l^sq163^* mutant (i.e. *p53^M214K/M214K^bms1l^sq163/sq163^* double-homozygous mutant) reduced the transcripts of the p53 target genes *Δ113p53*, *p21*, *mdm2*, and *cyclin G1* (Figure 3G). Interestingly, the sizes of liver and pancreas were only partially recovered (Supplementary Figure S5C‒F), suggesting that Bms1l is a multifunctional protein.

### Loss-of-function of Bms1l causes replication-fork stall

Next, we examined PCNA, Rpa2, and Fen1, hallmarks for the DNA replication fork progression (Shen et al., 2005) and found that all were highly upregulated in *bms1l^sq163/sq163^* and *bms1l^zju1/zju^*^*1*^ at 5dpf (Figure 4A). Strikingly, immunostaining analysis revealed the accumulation of Rpa2 in the nucleoli (Figure 4B) and the ratio of nucleolar Rpa2-positive cells was significantly increased in both mutants (Figure 4C). Immuno-transmission electron microscopy (immuno-TEM) analysis of liver cells from 5dpf WT and *bms1l^sq163/sq163^* embryos in the *Tg(fabp10a: RFP)* genetic background identified a large number of Rpa2-positive gold particles localized in the nucleolus in *bms1l^sq163/sq163^*, in contrast to only a few in WT (Figure 4D;  Supplementary Figure S6). Compared with a significant increase of Rpa2-positive gold particles in the mutant nucleoli, no significant difference was observed in the nucleoplasm between WT and *bms1l^sq163/sq163^* hepatocytes (Figure 4E). Therefore, replication fork is stalled in *bms1l^sq163/sq163^*, prominently in the nucleoli.

**Figure 4:**
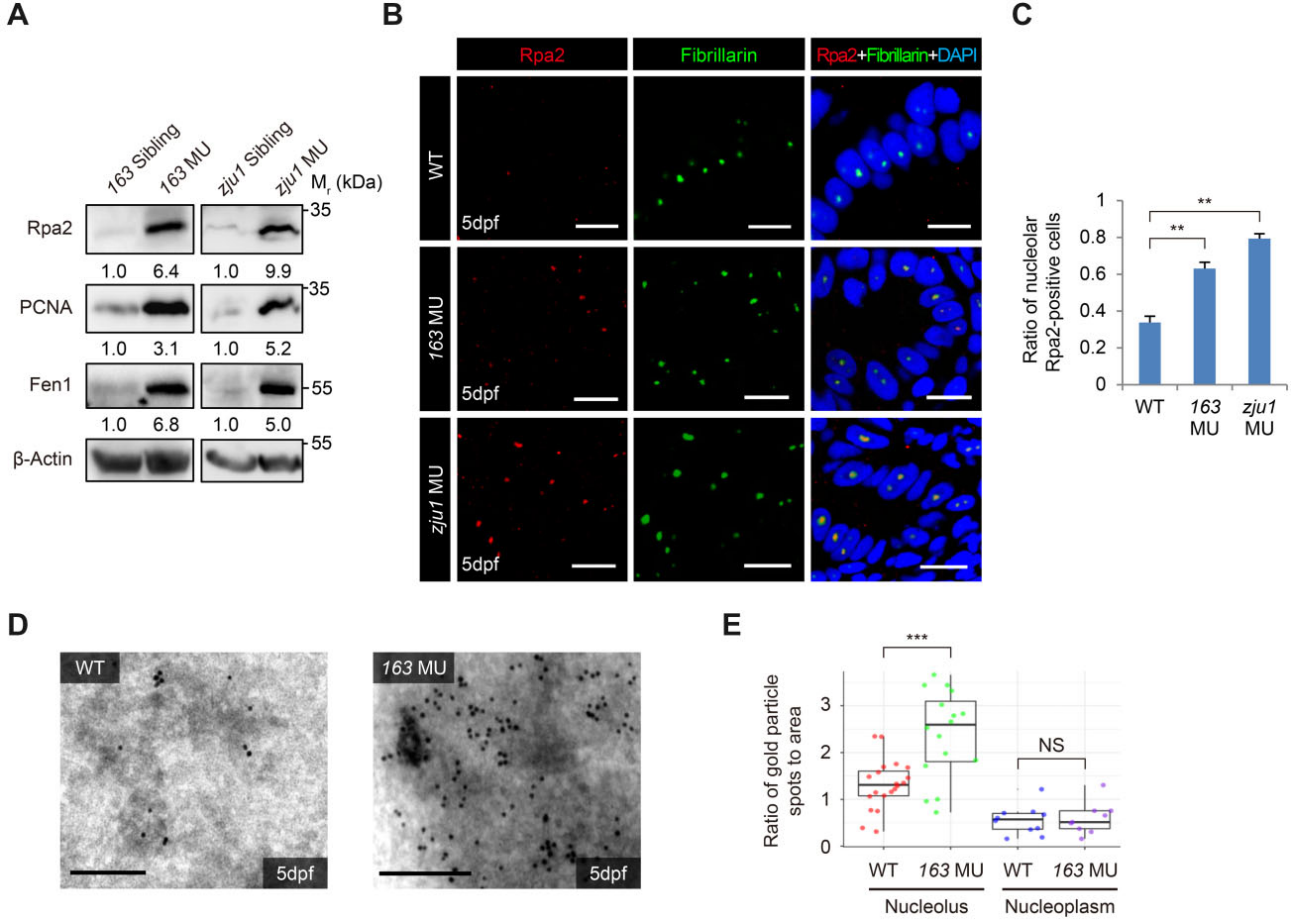
Bms1l mutations cause replication fork stall. (**A**) Western blotting showing a drastic increase of Rpa2, PCNA, and Fen1 protein levels in 5dpf *bms1l^sq163/sq163^* and *bms1l^zju1/zju1^* mutants compared with their siblings. β-Actin: loading control. (**B** and **C**) Coimmunostaining of Rpa2 and Fibrillarin in gut epithelia was performed (**B**). The ratio of the nucleolar Rpa2-positive cells was significantly higher in *bms1l^sq163/sq163^* and *bms1l^zju1/zju1^* mutants than in WT at 5dpf (**C**). Samples: two WT embryos, 544 cells examined; three *bms1l^163/sq163^* embryos, 845 cells examined; two *bms1l^zju1/zju1^* embryos, 277 cells examined. Scale bar, 10 μm. (**D** and **E**) Representative images showing Immuno-TEM of Rpa2 in hepatocytes dissected from the WT and *bms1l^sq163/sq163^* embryos at 5dpf (**D**). Statistical analysis showing a significant accumulation of Rpa2-positive gold particles in the nucleoli but not in the nucleoplasm in *bms1l^sq163/sq163^* hepatocytes compared with WT (**E**). For each genotype, 17‒20 nucleoli were examined. Each dot represents the ratio of gold particle numbers against area of the nucleolus or nucleoplasm in one cell. Scale bar, 0.2 μm. In **C** and **E**, **P < 0.01, ***P < 0.001; NS, no significance.

### Ttf1 is accumulated in the nucleolus in bms1l mutants

The head-on conflict between rDNA transcription and replication during the S-phase in eukaryotes is resolved by the RFBs and the associating factors such as TTF1 in human and mouse (Figure 5A; Gerber et al., 1997; Kobayashi, 2003; Mirkin and Mirkin, 2007; Akamatsu and Kobayashi, 2015; Hamperl and Cimprich, 2016). The upregulation of rDNA transcription and replication fork stall in *bms1l^sq163/sq163^* and *bms1l^zju1/zju^*^*1*^ prompted us to explore whether Bms1l plays a role in facilitating replication-fork progression at the rDNA loci. The Myb-like DNA-binding protein Ttf1 is a key head-on RFB-site-binding factor at the rDNA loci (Bartsch et al., 1987; Gerber et al., 1997; Akamatsu and Kobayashi, 2015). Zebrafish genome contains two closely linked homologous *ttf1* genes on chromosome 5, namely *ttf1a* and *ttf1b* (Supplementary Figure S7A‒C). Sequencing analysis revealed that except for 2dpf (∼40%), over 60% of the transcripts represented *ttf1a* from 3dpf to 5dpf (Supplementary Figure S7D). The identity of the endogenous Ttf1 was determined based on an antibody detecting both Ttf1a and Ttf1b proteins (Supplementary Figure S7E) and a MO targeting the translation start codon (TSC) ATG region (identical in *ttf1a* and *ttf1b*) (Supplementary Figure S7F and G) for knockdown of the endogenous Ttf1a/Ttf1b protein expression (Supplementary Figure S7H). Total Ttf1, as Bms1l, was expressed in embryos from 2dpf to 5dpf (Supplementary Figure S7I).

**Figure 5:**
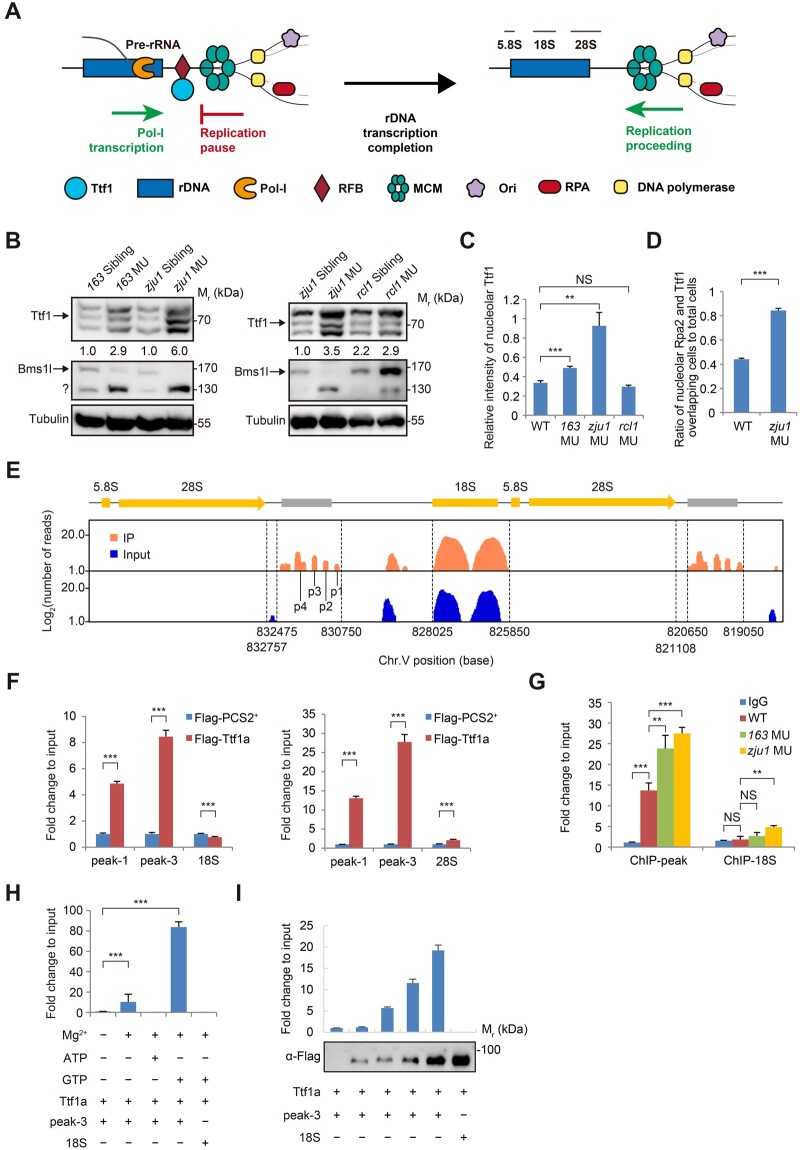
Ttf1 is accumulated on its binding sites in *bms1l* mutants. (**A**) A drawing to illustrate the head-on conflict between rDNA transcription and replication during the S-phase in higher eukaryotes. Binding of Ttf1 to the RFB-site prevents the conflict. Once the transcription is completed, Ttf1 is proposed to leave the RFB-site to allow progression of the replication fork; however, how Ttf1 is dissociated from the RFB-site remains unknown. (**B**) Western blotting showing an increase of Ttf1 protein level in *bms1l^sq163/sq163^* and *bms1l^zju1/zju1^* but not in *rcl1^−/−^* compared with their corresponding siblings at 5dpf. Tubulin: loading control. ?: unknown protein. (**C**) Signal intensity of nucleolar Ttf1 in the gut epithelia was significantly higher in *bms1l^sq163/sq163^* and *bms1l^zju1/zju1^* than in WT and *rcl1^−/−^*. Samples: three WT embryos, 364 cells counted; three *bms1l^sq163/sq163^* embryos, 183 cells counted; three *bms1l^zju1/zju1^* embryos, 98 cells counted; three *rcl1^−/−^* embryos, 176 cells counted. (**D**) Ratio of the nucleoli displaying intervening signals of Ttf1 and Rpa2 in the gut epithelia was significantly higher in *bms1l^zju1/zju1^* than in WT. Samples: three WT embryos, 264 cells examined; three *bms1l^zju1/zju1^* embryos, 140 cells examined. (**E**) ChIP‒seq identification of Ttf1-binding sites (peak-1 to peak-4) downstream of the 3ʹ-end of rDNA gene on chromosome 5 (Chr.V). (**F**) ChIP‒qPCR analysis showing the strong binding of Flag-tagged Ttf1a to peak-1 and peak-3 but not to the 18S (left panel) or 28S (right panel) rDNA. (**G**) Endogenous Ttf1 showed significant enrichment on its binding sites (ChIP-peak: peak-1 to peak-4) in *bms1l^sq163/sq163^* (*163* MU) and *bms1l^zju1/zju1^* (*zju1* MU) than in WT at 3dpf. IgG and ChIP-18S: negative controls. (**H** and **I**) ChIP‒qPCR analysis showing that, in the presence of Mg^2+^, the binding of purified Ttf1a to peak-3 depends on GTP but not ATP (**H**) and is correlated to the dosage of purified Ttf1a (**I**). Lower panel in **I**: Ttf1a was examined by western blotting. In **C**, **D**, and **F**‒**H**, **P < 0.01, ***P < 0.001; NS, no significance.

The complex formed by Bms1 and Rcl1 is essential for ribosome biogenesis (Billy et al., 2000; Wegierski et al., 2001; Delprato et al., 2014; Kornprobst et al., 2016; Wang et al., 2016; Cheng et al., 2017; Zhu et al., 2021). The zebrafish genome contains a single copy of the *rcl1* gene and *rcl1*-null mutant (*rcl1*^*−/−*^) dies before 15dpf (Wang et al., 2016; Zhu et al., 2021). Interestingly, Ttf1 level was obviously elevated in both *bms1l^sq163/sq163^* and *bms1l^zju1/zju^*^*1*^ mutants (Figure 5B, left panels) but not in *rcl1*^*−/−*^ mutant at 5dpf (Figure 5B, right panels). In addition, neither Rpa2 nor Fen1 was elevated in *rcl1*^*−/−*^ (Supplementary Figure S8A). Immunostaining showed that Ttf1 in *bms1l^sq163/sq163^* and *bms1l^zju1/zju^*^*1*^, but not in *rcl1*^*−/−*^, was accumulated in the nucleoli of the gut epithelia (Figure 5C;  Supplementary Figure S8B). Importantly, coimmunostaining analysis showed that ∼84% of the *bms1l^zju1/zju^*^*1*^ gut epithelia cells exhibited intervening and overlapped staining of Rpa2 and Ttf1 in the nucleoli, while only ∼44% was observed in WT (Figure 5D;  Supplementary Figure S8C). These data suggest that the observed replication fork stall at the rDNA loci in *bms1l^zju1/zju^*^*1*^ is likely due to accumulation of Ttf1 on the head-on RFB-sites but is independent of Rcl1.

### ChIP‒seq identification of zebrafish Ttf1-binding sites (RFB-sites)

Zebrafish genome contains two main rDNA loci, the maternal type (M-type rDNA, located on chromosome 4, whose transcripts were detected in the egg and female gonad) and the somatic type (S-type, located on chromosome 5, transcribed in embryos and different tissues/organs) (Locati et al., 2017; Tao et al., 2020). 

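For the chromatin immunoprecipitation sequencing (ChIP-seq), which sequences the DNA fragments pulled down together with a DNA-binding protein, sonicated chromatin of zebrafish embryos of the AB strain at 3dpf was incubated with the Ttf1 antibody. 1 Ttf1 IP library and 1 input library were deposited, and input is chromatin sequenced without precipitation, which serves as the background. The methods also name mouse IgG as the negative control, and no IgG library was used here. From the IP library the authors made a list of peaks, intervals in which reads pile up above the background, with the chromosome, start, end, pileup, fold enrichment, −log10 p, −log10 q and the annotated gene element of each peak. Its column names are those of the peak caller MACS2, while the caller and its settings, the library used as its background, the aligner and the genome build are not given in the sources used here. Coordinates are therefore given as the authors' deposited table gives them, and every chromosome name below refers to that table. The fold enrichment, pileup, p and q of a peak are the authors' own values and were used only to describe, rank or filter peaks within the list. The list holds no read counts, so neither the depth nor an error of a peak's value could be computed from it. With 1 library per group there was no replicate check, and no p-value was computed across peaks. A region and a peak were counted as shared when they overlapped by at least 1 base, and shares were given with exact binomial 95% intervals, which cover counting error only. To describe how far a set of peaks stood apart by fold enrichment, its median was placed among those of 10000 random sets of as many peaks, matched on the decile of peak width.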

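The authors' deposited table held 14094 peaks on 22 chromosomes, with 454 to 859 peaks on each and none on chromosomes 6, 12 and 25. The peaks were 248 to 14082 bases long, with a median of 733.5 bases. Their fold enrichment in the authors' deposited table ranged from 2.00 to 14.06 with a median of 2.12, and 63 peaks reached a fold of 3. The −log10 q in the authors' deposited table ranged from 0.0399 to 59.4 with a median of 0.101. Limiting the list to a −log10 q of at least 10 lowered the number of peaks most, to 4. Of the 35 regions that Supplementary Table S6 lists as Ttf1-binding sites, 34 overlapped a peak (97.1%, exact binomial 95% interval 85.1% to 99.9%). The interval treats the regions as independent, while 11 of them shared their peak with another region. When the region and the peak had to share their start and end, 0 of the regions were found. Because some peaks held several regions, the overlapping peaks numbered 28. Their median fold enrichment was 3.17, above that of every width-matched random set (median 2.08, highest 2.18; percentile 100). The regions were listed by the paper from the same ChIP-seq with their own fold changes. Both the overlap and a high percentile were therefore largely set beforehand, and are descriptions, not independent tests. Of these 28 peaks, 18 had a q of at most 0.05, and in the other 10 the −log10 q went down to 0.168. The peak with the largest fold enrichment lay on chromosome 20 from 55335496 to 55338316, in no annotated gene element. It was followed by a peak in an intron of mphosph10 (ENSDARG00000012495) on chromosome 7 from 30505972 to 30507922, with a fold of 8.93 and a −log10 q of 14.3. The other peaks among the 10 with the largest folds had folds between 4.15 and 5.64. They started at 19788701 on chromosome 14, at 19780119 and 15006863 on chromosome 2, at 52740000 and 13741064 on chromosome 7, at 39990261 on chromosome 17, at 16839987 on chromosome 10 and at 34866220 on chromosome 8. Of these 10 peaks, 9 held a region of Supplementary Table S6, and the peak from 13741064 on chromosome 7 did not. The paper states that the regions of the table are the DNA sequences to which Ttf1 bound in the genome.

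**Figure D1:**
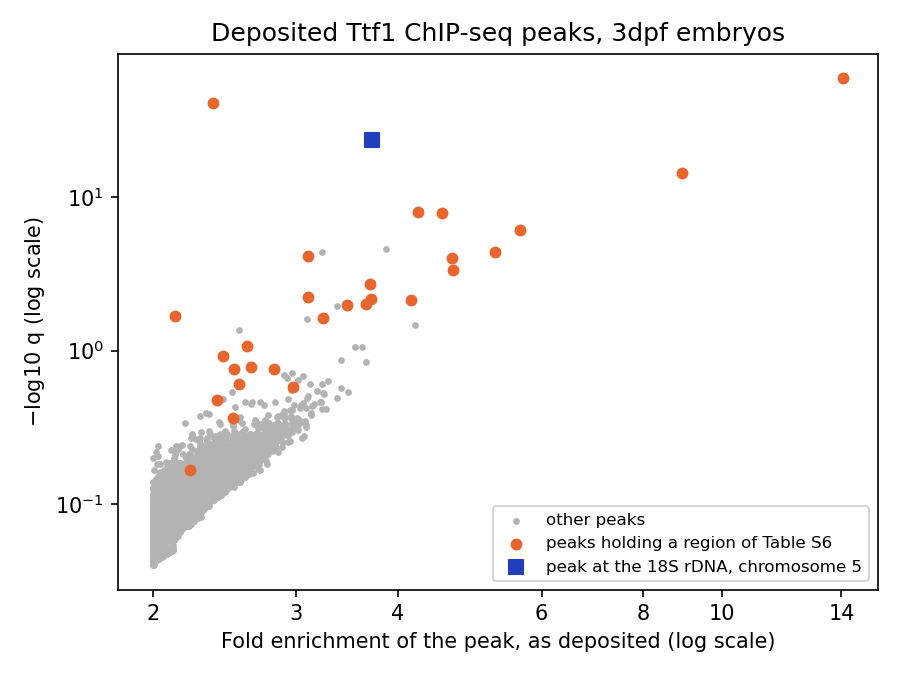
Fold enrichment (x axis, log scale, no unit) and −log10 q (y axis, log scale, no unit) of each of the 14094 deposited peaks, as the authors' values. Orange points are the 28 peaks that hold a region of Supplementary Table S6, the blue square is the peak at the 18S rDNA on chromosome 5 and grey points are the other peaks; 9 of the 10 largest folds are orange.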

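At the somatic rDNA on chromosome 5, the interval drawn in Figure 5E held 1 peak of the deposited list. This peak ran from 825985 to 827914 (1930 bases) and lay wholly inside the 18S rDNA as drawn there. The authors' annotation places it in the 3ʹ UTR of zgc:158463 (ENSDARG00000089382). In the authors' deposited table its fold enrichment was 3.72, its −log10 q was 23.6 and its pileup was 92.0, where the median pileup of all peaks was 2.46. No peak lay in the intervals drawn downstream of the rDNA. The region that Supplementary Table S6 describes as downstream of the rDNA, from 829028 to 830853, was the only region of that table without a peak, and it began 1113 bases beyond the end of the 18S peak. Of its 1826 bases, 104 lay in an interval drawn downstream. The next peak on the chromosome ran from 1061746 to 1062172, with a fold enrichment of 2.18 in the authors' deposited table. Limiting the list to a fold enrichment of at least 4 left 0 peaks in the drawn interval.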

A chromatin immunoprecipitation sequencing (ChIP‒seq) analysis (GEO accession number: GSE176455) revealed that Ttf1 bound to DNA sequences in 35 regions in the zebrafish genome (Supplementary Tables S5 and S6), including four homologous regions, namely peak-1 to peak-4, downstream of the somatic rDNA gene on chromosome 5 at 3dpf (Figure 5E;  Supplementary Figure S9A). Notably, the sequences in these four peaks do not contain an obvious consensus DNA sequence (AGGTCGACCAGATTANTCCG) for human Ttf1 (Supplementary Figure S9A; Bartsch et al., 1987, 1988), which might owe to the low identity (30%) between their Myb-like DNA-binding domains in zebrafish Ttf1a and human TTF1.

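The sequences of peak-1 to peak-4 printed in Supplementary Figure S9A were scanned on both strands for the human consensus, without gaps, counting mismatches over its 19 stated bases of 20. The text copy of that alignment that was scanned is imperfect, with 212, 173, 223 and 220 letters for peak-1 to peak-4, where the figure numbers the sequences to 214, 176, 224 and 221 bases. In each sequence the closest match had 8 mismatches. Among 1000 shuffles of each sequence with the same base composition, the median of the closest match was 8 mismatches for peak-1, peak-3 and peak-4 and 9 for peak-2. Of the 1000 shuffles, 559 of peak-1, 477 of peak-2, 590 of peak-3 and 609 of peak-4 came as close to the consensus as the sequence itself or closer. Over the first 10 bases of the consensus alone, the closest match had 3 mismatches in each sequence, which was also the median of the shuffles.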

We then expressed FLAG-tagged Ttf1a (cloned into the *pCS2^+^* expression vector) in 293 T cells and extracted the protein for incubation with synthesized peak-1 and peak-3 sequences (using the protein from the *pCS2^+^* vector-transfected cells as the control). ChIP‒qPCR analysis showed that Ttf1a strongly bound to peak-1 and peak-3 sequences (Figure 5F;  Supplementary S9B). Furthermore, a ChIP‒PCR analysis revealed that the occupancy of the endogenous Ttf1 on its binding sites was significantly enriched in *bms1l^sq163/sq163^* and *bms1l^zju1/zju^*^*1*^ when compared with that in WT at 3dpf (Figure 5G). Finally, we purified Flag-tagged Ttf1a expressed in 293 T cells (Supplementary Figure S9C). Upon mixing, the binding of the purified Ttf1a to the peak-3 sequence was depended on the presence of GTP but not ATP (Figure 5H) in a dosage-dependent manner (Figure 5I). Therefore, zebrafish Ttf1 binds to specific DNA sites within the rDNA locus.

### Bms1l interacts with Ttf1 and directly dissociates the Ttf1‒RFB complex with its GTPase activity

Coimmunoprecipitation (Co-IP) showed that Bms1l interacted with both Ttf1a and Ttf1b (Figure 6A). Co-IP analysis of proteins extracted from 3dpf WT embryos showed that endogenous Ttf1, albeit less than Rcl1, was successfully pulled down by Bms1l (Figure 6B;  Supplementary Figure S10A). Interestingly, both endogenous and overexpressed Bms1l^sq163^ mutant proteins could interact with Ttf1 (Figure 6B and C).

**Figure 6:**
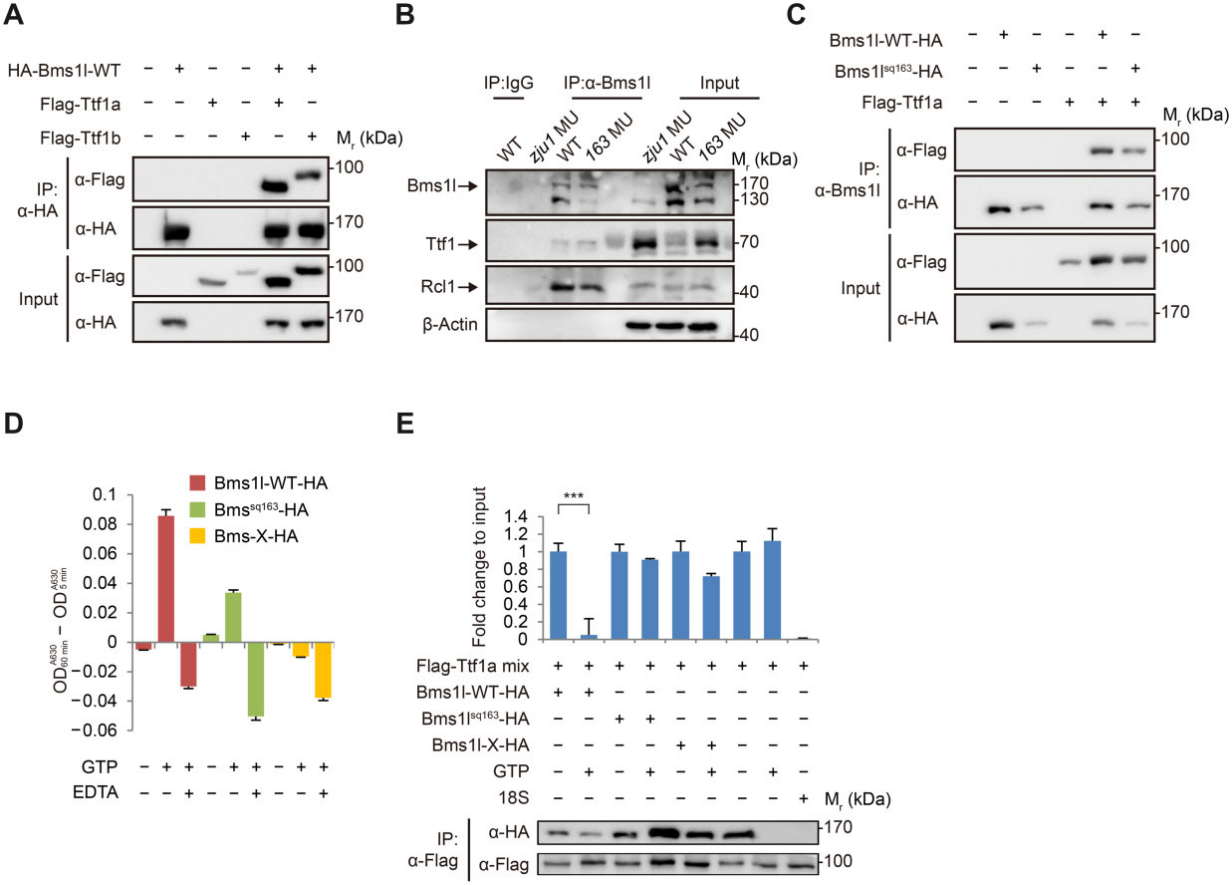
Bms1l interacts with Ttf1 and displaces Ttf1 from DNA-binding site with its GTPase activity. (**A**) Co-IP analysis showing that the overexpressed Bms1l (Bms1l-WT-HA) interacts with both Ttf1a and Ttf1b (Flag-tagged). Total protein was extracted from 293 T cells at 48 h after transfection with corresponding plasmids as shown and was subjected to Co-IP using an HA-tag antibody. (**B**) Co-IP analysis showing the successful pulldown of endogenous Ttf1 and Rcl1 by endogenous Bms1l or Bms1l^163^. β-Actin: loading control. (**C**) Co-IP analysis showing that the overexpressed Ttf1a (Flag-tagged) interacts with both Bms1l and Bms1l^163^ (HA-tagged). Total protein was extracted from 293 T cells at 48 h after transfection with corresponding plasmids as shown and was subjected to Co-IP using an anti-Bms1l antibody. (**D**) GTPase activity assay using purified proteins showing that Bms1l-X-HA is enzymatically inactive, while Bms1l^sq163^-HA exhibits ∼43% of Bms1l-WT-HA activity. Free phosphate concentration in each reaction was obtained by A630 color absorbance at 5 and 60 min, respectively. The subtracted value between 60 and 5 min is presented as the relative GTPase activity. (**E**) ChIP‒qPCR analysis for the effect of Bms1l on dissociation of the Ttf1a‒DNA complex. Purified Ttf1a was mixed with the peak-3 DNA and 10 µM GTP (Flag-Ttf1a mix). The mixture was then incubated with purified Bms1l-WT, Bms1l-163, or Bmsl1-X with or without 50 µM GTP for 60 min. Only Bms1l-WT-HA obviously dissociates the Ttf1a‒DNA complex. Lower panels: the Co-IP products (Ttf1a, Bms1l, or derivatives) were examined by western blotting with respective antibodies. ***P < 0.001.

We purified HA-tagged WT Bms1l, Bms1l^sq163^, and Bms1l-X (a GTPase-inactivated mutant, Supplementary Figure S10B; Leipe et al., 2002) proteins expressed in 293 T cells via affinity column (Supplementary Figure S10C). GTPase activity assay showed that the GTPase activity of the Bms1l^sq163^ mutant protein was greatly compromised, while the Bms1l-X mutant protein displayed negligible GTPase activity (Figure 6D;  Supplementary Figure S10D).

To determine whether Bms1l could dissociate the Ttf1‒DNA complex, we first mixed the purified Ttf1a with the peak-3 DNA and GTP (10 µM). This mixture was then incubated with purified HA-tagged Bms1l-WT, Bms1l^sq163^, and Bms1l-X proteins with or without 50 µM GTP (Figure 6E;  Supplementary Figure S10E), respectively. We found that although all three proteins were able to interact with Ttf1, only Bms1l-WT robustly displaced Ttf1a from the peak-3 DNA (Figure 6E). Since Bms1l-X is a GTPase-inactivated mutant (Leipe et al., 2002) and Bms1l^sq163^ exhibited only 43% of the WT Bms1l activity (Figure 6D), we concluded that dissociation of the Ttf1‒DNA complex apparently depends on the Bms1l GTPase activity.

### Knockdown of human BMS1 causes DNA over-replication and nucleolar accumulation of RPA2

Two siRNAs (siBMS1#3 and siBMS1#6) specifically targeting human *BMS1* were designed and used to knockdown BMS1 protein expression in Hela cells (Figure 7A;  Supplementary Table S7). BrdU/propidium iodide (PI) double-labeling showed that knockdown of BMS1 increased the ratio of S-phase cells (siControl: 24.7%; siBMS1#3: 33.0%; siBMS1#6: 32.3%) (Figure 7B), together with an elevation of RPA2 protein level (Figure 7A) and significant enrichment of RPA2 in the nucleoli in BMS1-knockdown cells (Figure 7C;  Supplementary Figure S11A). We then obtained siBMS1#6-resistant WT *bms1* (Flag-BMS1^R^) and mutant *bms1^sq163^* (Flag-BMS1-163^R^) constructs through site-guided mutagenesis but without altering the open-reading frame (Supplementary Table S4). The two plasmids were transfected into Hela cells, which have been transfected with siBMS1#6 24 h earlier (Supplementary Figure S11B). Flow cytometry analysis of BrdU/PI-labeled cells showed that the elevated ratio of S-phase cells by siBMS1#6 (30.6%) were largely restored by Flag-BMS1^R^ (23.8%) when compared with the siControl (19.4%), whilst Flag-BMS1-163^R^ (31.3%) failed to alleviate the effect of siBMS1#6 (Figure 7D), suggesting that, as that observed in the *bms1l^sq163^* zebrafish mutant, human BMS1-163^R^ is also malfunctioning. The enrichment of RPA2 in the nucleolus in the siBMS1#6-treated cells was alleviated by Flag-BMS1^R^ but was visually more enhanced by Flag-BMS1-163^R^ (Figure 7E and F). Furthermore, western blotting results showed that, like RPA2, CHK2, Phospho-CHK2(T68), and TTF1 were obviously upregulated in BMS1-knockdown Hela cells. Therefore, as in zebrafish, knockdown of human BMS1 also causes genomic DNA over-replication and impedes the replication fork progression (Figure 7G).

**Figure 7:**
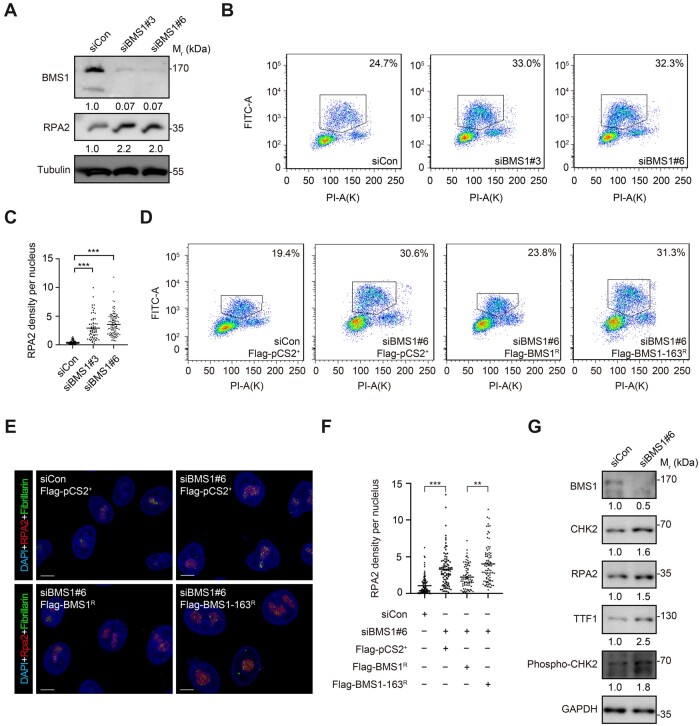
Knockdown of human BMS1 causes DNA over-replication and nucleolar accumulation of RPA2. (**A**) Western blotting of human BMS1 and RPA2 in HeLa cells showing that knockdown of BMS1 by siBMS1#3 and siBMS1#6 treatment obviously increases the level of RPA2 compared with siControl (siCon) treatment at 96 h. Tubulin: loading control. (**B**) Flow cytometry analysis of BrdU/PI double-labeled cells at 96 h after siRNA transfection showing that knockdown of human BMS1 arrests cells at the S-phase. Frame: ratio of cells at S-phase; PI-A, PI intensity; FITC-A, BrdU intensity. (**C**) Statistical analysis showing a nucleolar enrichment of RPA2 after siBMS1#3 and siBMS1#6 treatment. (**D**) Flow cytometry analysis of BrdU/PI double-labeled cells showing the rescue of the ratio of cells at the S-phase by Flag-BMS1^R^ but not Flag-BMS1-163^R^ in siBMS1#6-treated cells when compared with Flag-pCS2^+^. Frame: ratio of cells at S-phase. (**E** and **F**) Coimmunostaining of RPA2 and Fibrillarin (**E**) showing that the nucleolar enrichment of RPA2 after siBMS1#6 treatment is alleviated by Flag-BMS1^R^ but not Flag-BMS1-163^R^ (**F**). Scale bar, 5 μm. (**G**) Western blotting showing the upregulation of CHK2, phosph-CHK2 (T68), and TTF1 in Hela cells after BMS1 knockdown. In **C** and **F**, **P < 0.01, ***P < 0.001.

## Discussion

Organogenesis is characterized by cell specification and proliferation. During cell proliferation, DNA replication at the rDNA loci is poised to at least two main challenges: (i) how to ensure completion and accuracy of replication, since pre-rRNA gene is tandemly repeated on the chromosome and (ii) how to resolve the conflict between rDNA transcription and replication, since Pol-I activity is vigorous during the S-phase (Kobayashi, 2003; Mirkin and Mirkin, 2007; Hamperl and Cimprich, 2016). Based on our data, we propose that Bms1 in both zebrafish and human mediates the communication between rDNA transcription and replication with its GTPase activity at the S-phase. In WT, Bms1l interacts with Rcl1 to initiate the pre-rRNA processing. When pre-rRNA processing is near completion (which is coupled with completion of transcription), Bms1 turns to interact with Ttf1 to displace the latter from the head-on RFB-sites to allow the head-on replication fork to proceed (Figure 8A). When Bms1l GTPase activity is compromised, rDNA transcription is upregulated due to the impaired pre-rRNA processing (Figure 8B). Meanwhile, Ttf1 remains on RFB-sites blocking the head-on replication fork progression. Partial over-replication of the genomic DNA triggers DNA-damage response by upregulation of the expression of factors such as Chk2 and Rad51 (Figure 8B). Combination of cellular stresses, including DNA-damage response and accumulation of aberrantly cleaved rRNA transcripts, activate the p53 pathway (Figure 8B). All of these are likely the reasons to cause the cell cycle arrest at the S-phase observed in *bms1l^sq163/sq163^* and *bms1l^zju1/zju^*^*1*^ mutants and in Bms1-koncdown Hela cells. Therefore, nucleolar factors Bms1l and Ttf1 are essential for cell cycle progression at the rDNA loci during the S-phase.

**Figure 8:**
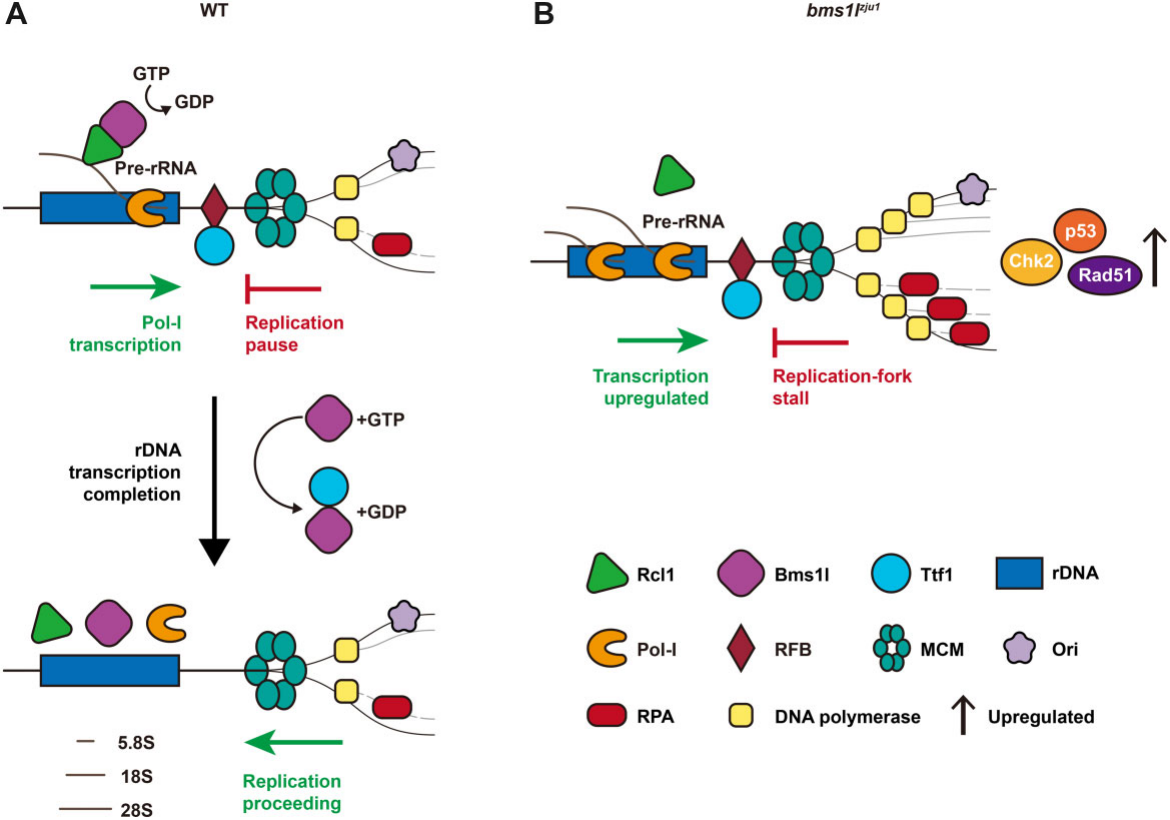
A trio by Bms1l, Rcl1, and Ttf1 resolves the head-on conflict between rDNA transcription and replication. (**A**) A model to propose Bms1l as a mediator in balancing ribosome biogenesis through interaction with Rcl1 and replication fork progression through interaction with Ttf1. (**B**) Compromising Bms1 function not only impairs ribosome biogenesis but also accumulates Ttf1 on RFB-sites to cause replication fork stall together with genomic DNA partial over-replication and cell cycle arrest at the S-phase.

It is surprising that GTP is needed for effective binding of Ttf1 to its target DNA. One possibility is that GTP might help to shift the conformation of Ttf1 to bind to DNA with a high affinity. Resolving the structure of Ttf1 with or without GTP in the future will answer this intriguing question. We observed that, in the absence of Bms1l, mutant cells undergo continuous genomic DNA re-replication even though DNA-damage response and p53 pathway are activated, suggesting that Bms1l might also play a role, directly or indirectly, in the regulation of the G1-to-S transition, which is independent to its duet with Ttf1. It would be interesting in the future to check the status of ataxia‒telangiectasia and Rad3-related, the key regulator of G1-to-S transition (Saldivar et al., 2018), and chromatin licensing and DNA replication factor 1 (Cdt1, a regulator of DNA re-replication) (Roukos et al., 2011) or other key cell cycle regulators in *bms1l^sq163/sq163^* and *bms1l^zju1/zju^*^*1*^ mutants, which might allow us to understand more about the role of Bms1l in the G1/S transition.

Ribosomopathies are named for the category of diseases caused by defective ribosome function or production (Farley-Barnes et al., 2019; Huang et al., 2020). It is worth investigating whether this function of Bms1 is conserved in mammals. A thorough investigation of the full spectrum of Bms1l-interacting proteins will not only allow us to ravel the role of Bms1l in ribosome biogenesis and regulation of cell cycle progression but also shed light on the understanding of ribosomopathies from the views of both defective ribosome production and cell cycle progression.

## Materials and methods

### Zebrafish lines and maintenance

Zebrafish AB line was used as the WT control in this work. Fish were raised and maintained according to standard procedures. *bms1l^sq163^* and *p53^M214K^* mutant lines and transgenic line *Tg(lfabp: RFP; elaA: EGFP)* were obtained as previously described (Berghmans et al., 2005; Wan et al., 2006; Wang et al., 2012). The *bms1l^zju^*^*1*^ mutant line and *rcl1*^*−/−*^ mutant line were generated by CRISPR‒Cas9 technology as detailed in Supplementary Materials and methods. Homozygous mutant embryos (e.g. *bms1l^sq163/sq163^* and *bms1l^zju1/zju^*^*1*^) were obtained by PCR-based genotyping of the progenies derived from the crosses between heterozygous (e.g. *bms1l^sq163/+^* or *bms1l^zju1/+^*) male and female fish. Considering the progenies from one cross were raised in the same container, the pool of the *bms1l^+/+^* (i.e. WT) and heterozygous (i.e. *bms1l^sq163/+^* or *bms1l^zju1/+^*) progenies, being called ‘the sibling’ in this work, was sometimes used as a control.

### Cell lines, plasmids, and siRNA transfection

Human Hela and 293 T cells were used to express different target proteins by plasmid transfection as detailed in Supplementary Materials and methods. Corresponding siRNA sequences for gene knockdown and primer sequences for constructing plasmids are listed in Supplementary Table S7.

### Plasmid construction

Zebrafish WT *bms1l*, *bms1l^sq163^*, *ttf1a*, and *ttf1b* full-length cDNA for constructing *pCS2^+^-HA-Bms1l-WT*, *pCS2^+^-HA-Bms1l-163*, *pCS2^+^-Flag-Ttf1a*, and *pCS2^+^-Flag-Ttf1b* plasmids were obtained through reverse transcription‒PCR (RT‒PCR) using appropriate primer pairs (Supplementary Table S7). *pCS2^+^-Flag-Ttf1-P1*, *pCS2^+^-Flag-Ttf1-P2*, and *pCS2^+^-Flag-Ttf1-P3* sub-clones were derived from the *pCS2^+^-Flag-Ttf1a* plasmid.

### Northern blotting, 18S/28S ratio analysis, and qPCR

Total RNA was extracted from WT, mutant siblings, and mutant embryos using Trizol Reagent (Invitrogen, 15596-026). The digoxigenin (DIG)-labeled 5ʹ-ETS and ITS1 DNA probes were prepared and RNA gel blot hybridization and qPCR was performed as described previously (Chen et al., 2009; Wang et al., 2012). For 18S/28S ratio analysis, total RNA was analyzed by Agilent Bioanalysis 2100 (Agilent). Primer pairs used for qPCR analysis are listed in Supplementary Table S8.

### Whole-mount in situ hybridization

*fabp10a*, *ifabp*, and *trypsin* gene fragments were respectively cloned into the pGEM-T vector to produce DIG-labeled RNA probes (Roche DIG RNA Labeling mix 11277073901) for whole-mount in situ hybridization as previously described (Chen et al., 2005).

### Protein analysis and preparation of antibodies

Total protein extraction from zebrafish embryos or cultured cells, western blotting analysis, and Co-IP assays were performed as previously described (Chen et al., 2009; Guan et al., 2016). All antibodies used in this study are listed in Supplementary Materials and methods. Detailed protocols are described in Supplementary Materials and methods.

### Cryo-sectioning and immunostaining

For cryo-sectioning, embryos were fixed, embedded, and sectioned as detailed in Supplementary Materials and methods. Immunostaining was performed as described (Wang et al., 2016) and also detailed in Supplementary Materials and methods. All immunofluorescence staining images were taken under an Olympus BX61WI confocal microscope.

### EdU and BrdU incorporation assay

EdU single- or EdU and BrdU double-incorporation assay (1 nl and 10 mM, respectively) was performed as described in Supplementary Materials and methods. Injected embryos were incubated at 28.5°C till the desired time point for fixation in 4% paraformaldehyde for 2 h prior to cryo-sectioning. BrdU was detected by immunostaining and EdU incorporation by Alexa Fluor 488 Azide (Life Technologies, A10266).

### Flow cytometry analysis

Approximately 100 *Tg(lfabp: RFP)* zebrafish embryos were collected and fixed. Liver was then dissected under fluorescence microscope, followed by treatment with trypsin as previously described (Guan et al., 2016). For DNA content detection, cells were washed by phosphate-buffered saline (PBS) and re-suspended in PBS, then incubated with PI (50 μg/ml), and subjected to flow cytometry analysis of the cell cycle by using a BD FACS Calibur flow cytometer. Detailed protocols are described in Supplementary Materials and methods.

### RNA-seq and data analysis

Total RNA was extracted from WT and *bms1l^zju^*^*1*^ mutant embryos at 3dpf, respectively. RNA library construction and high-throughput sequencing were performed by Beijing Annoroad Gene Technology Company. Briefly, multiplexed libraries were sequenced for 150 bp at both ends using an Illumina HiSeq4000 platform. Clean reads were mapped to the zebrafish genome (Danio_rerio.GRCz10.84 from ENSEMBL). The threshold parameters for DEGs were an absolute fold change ≥2 and *P* <0.05. A GO enrichment analysis was performed using DAVID (version 6.8) (Huang et al., 2009).

### Immuno-TEM detection of RPA

Embryos were first fixed in 2.5% glutaraldehyde followed by three times washes in PBS. Liver was then dissected and fixed at 4°C overnight. Detailed protocols are described in Supplementary Materials and methods.

### ttf1a/ttf1b expression analysis

Total RNA was extracted from WT embryos at desired stages for generating cDNA by using M-MLV Reverse Transcriptase kit (Invitrogen, 28025-021). RT‒PCR products were obtained by using a pair of primers (F: 5′-CGACTCATTAAAGCGATGTATGA-3′; R: 5′-CTATTGATTAAAGCTGTTGTTCT-3′) perfectly matching both *ttf1a* and *ttf1b* sequences and cloned into the *pGEM-T* vector. Then, 96 individual *Escherichia coli* colonies were randomly picked for DNA sequencing to identify clones corresponding to *ttf1a* or *ttf1b* based on single-nucleotide polymorphisms between *ttf1a* and *ttf1b*.

### MO efficiency assay

MO was purchased from Gene Tools. The *ttf1*-MO (5ʹ-AATCTGACAGCATCTCATCCATCGT-3ʹ) was designed to target the TSC ATG region in both *ttf1a* and *ttf1b*. *ttf1a/ttf1b* TSC sequence was cloned upstream to the 5ʹ-end of the *EGFP* gene to construct the *pCS2^+^-TS-EGFP* plasmid for checking the efficiency of *ttf1*-MO (Supplementary Table S7).

### ChIP‒seq and ChIP‒qPCR

The ChIP‒seq experiment was performed based on previous zebrafish studies with modifications. ChIP‒qPCR primers were designed based on CHIP DNA peaks and listed in Supplementary Table S8. Detailed protocols are described in Supplementary Materials and methods. ChIP‒seq data GEO accession number is GSE176455.

### Assay for Ttf1a binding to peak-3

For DNA-binding assay, purified Flag-Ttf1a protein was mixed first with 5 fmol peak-3 DNA fragment with or without GTP (Thermol Scientific), and then with purified Bms1l-WT-HA, Bms1l-163-HA, or Bms1l-X-HA protein at 28°C for 1 h. The supernatant was collected for qPCR analysis, and the pellet was used as the protein sample for western blotting analysis. Detailed protocols are described in Supplementary Materials and methods.

### GTPase activity assay

The GTPase activity assay is based on checking the inorganic phosphate (Pi) level released from a phosphorylated substrate. This assay is performed under standard procedure of PiColorLock Phosphate Detection System (303-0030, Expedeon). Using purified Bms1l-WT-HA, Bms1l-163-HA, and Bms1l-X-HA with GTP (Thermol Scientific) to start the enzyme reaction for 5 and 60 min. The absorbance values at a wavelength between 590 and 650 nm were recorded. EDTA was used to stop the enzyme activity.

### Statistical analysis

For statistical analysis, comparisons were made using the Student’s *t*-test assuming a two-tailed distribution, with significance being defined as *P < 0.05, **P < 0.01, and ***P < 0.001. Details for each category of statistical analysis are provided in Supplementary Materials and methods.

## Supplementary material

Supplementary material is available at *Journal of Molecular Cell Biology* online.

## Supplementary Material

mjab074_Supplementary_Data Click here for additional data file.

# Supplementary material for: Nucleolar GTPase Bms1 displaces Ttf1 from RFB-sites to balance progression of rDNA transcription and replication
**Source:** J Mol Cell Biol. 2021 Nov 13;13(12):902–17. doi: 10.1093/jmcb/mjab074
**Supplement:** mjab074_Supplementary_Data

## **Supplementary material**

### **Nucleolar GTPase Bms1 displaces Ttf1 from RFB-sites to balance progression of rDNA transcription and replication**

Yanqing Zhu<sup>1,†</sup>, Yong Wang<sup>2,†,\*</sup>, Boxiang Tao<sup>1</sup>, Jinhua Han<sup>3</sup>, Hong Chen<sup>1</sup>,  
Qinfang Zhu<sup>1</sup>, Ling Huang<sup>1</sup>, Yinan He<sup>1</sup>, Jian Hong<sup>4</sup>, Yunqin Li<sup>4</sup>, Jun Chen<sup>5</sup>,  
Jun Huang<sup>3,\*</sup>, Li Jan Lo<sup>1,\*</sup>, and Jinrong Peng<sup>1,\*</sup>

<sup>†</sup> These authors contributed equally to this work.

#### **Supplementary Figures S1–S11**

#### **Supplementary Tables S1–S8**

#### **Supplementary Materials and methods**

**Fig. S1**

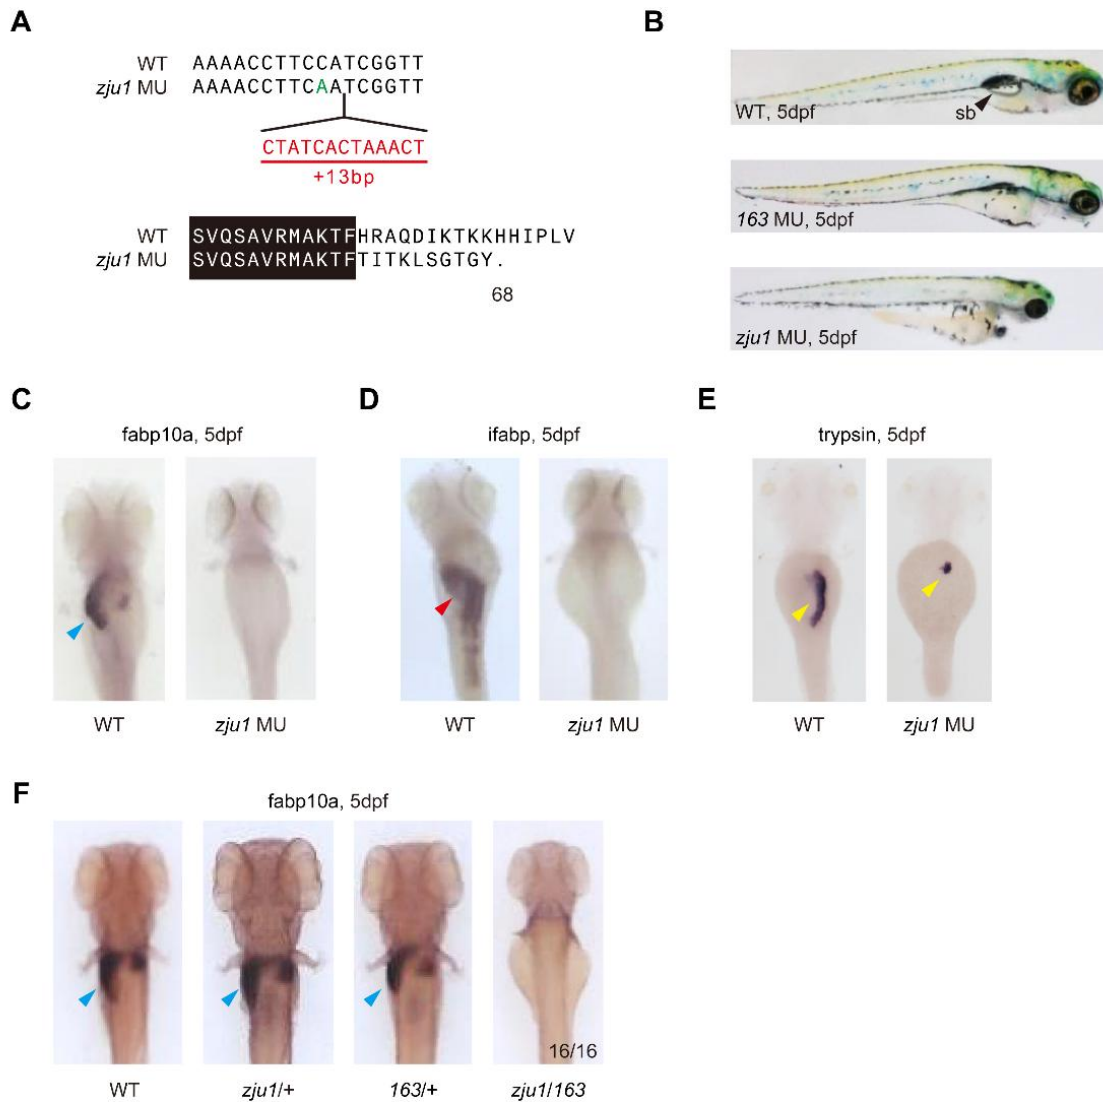

**Supplementary Figure S1** *Bms1l* is essential for the development of digestive organs. **(A)** Generation of *bms1l*<sup>*zju1*</sup> mutant (*zju1* MU). Upper panels show the one base substitution (green letter) and 13bp insertion (red letters) in the *bms1l*<sup>*zju1*</sup> mutant (*zju1* MU). Lower panels compare amino acid sequences between the WT and *Bms1l*<sup>*zju1*</sup> mutant proteins. ●, the translation of *bms1l*<sup>*zju1*</sup> mRNA is stopped after Y. **(B)** Comparison of overall appearance among *bms1l*<sup>*sq163/sq163*</sup>, *bms1l*<sup>*zju1/zju1*</sup> mutant and WT embryos at 5dpf. sb, swimbladder. **(C-E)** WISH using *fabp10a* (C), *ifabp* (D), *trypsin* (E) probes showing the hypoplastic phenotype of the liver (blue arrowhead) (C), intestine (red arrowhead) (D) and exocrine pancreas (yellow arrowhead) (E) in *bms1l*<sup>*zju1/zju1*</sup> mutant compared with WT at 5dpf. **(F)** WISH using an *fabp10a* probe to stain the liver (blue arrowhead) of progenies at 5dpf produced by crossing a *bms1l*<sup>*sq163/+*</sup> heterozygote with a *bms1l*<sup>*zju1/+*</sup> heterozygote, demonstrating that *bms1l*<sup>*sq163*</sup> and *bms1l*<sup>*zju1*</sup> are allelic.

**Fig. S2**

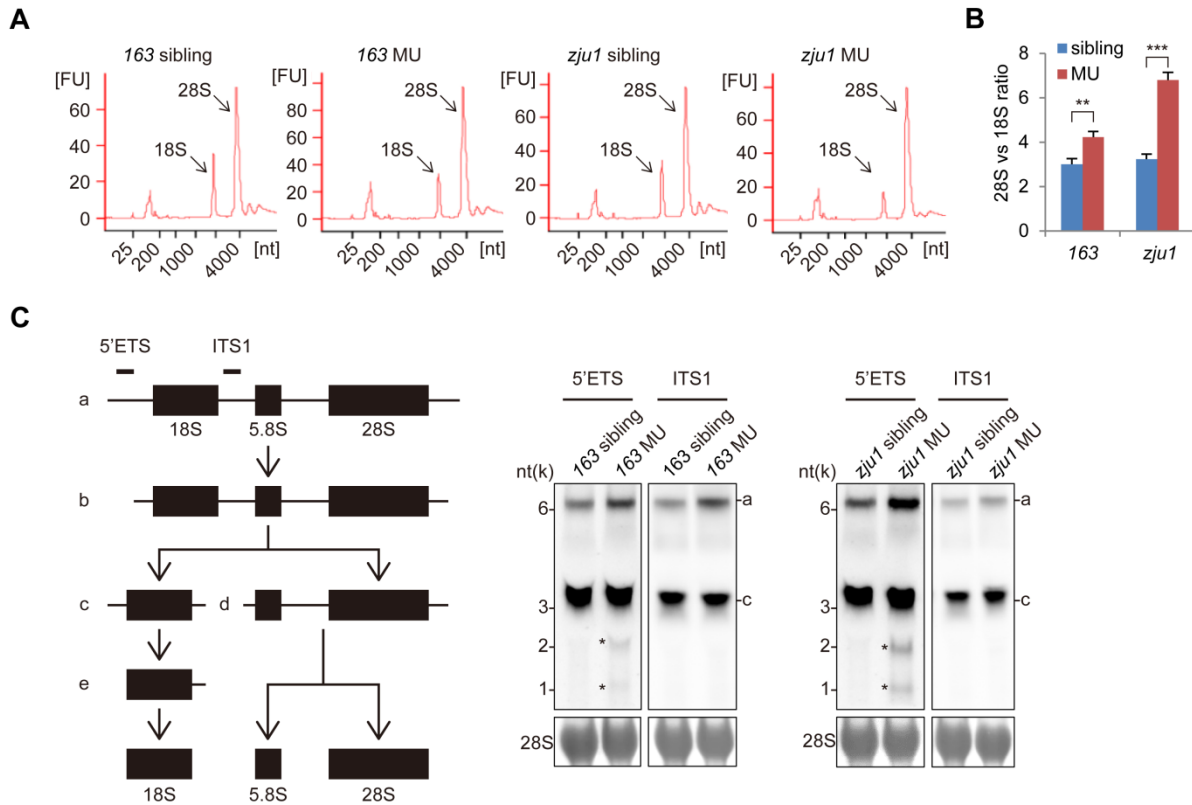

**Supplementary Figure S2** Loss-of-function of Bms1l increases the 28S/18S ratio. (**A** and **B**) Quantifying the amount of 28S and 18S rRNA (**A**) showed that the ratios of 28S/18S in total RNA extracted from 5dpf-old *bms1l<sup>sq163</sup>* and *bms1l<sup>zju1</sup>* mutants were significantly higher than their respective siblings (**B**). (**C**) Northern blot analysis of pre-rRNA transcripts using the 5'ETS and ITS1 probes showed that the expression of pre-rRNA was up-regulated in 5dpf-old *bms1l<sup>sq163</sup>* (middle panels) and *bms1l<sup>zju1</sup>* (right panels) mutants than their respective siblings. 5'ETS probe also detected two aberrantly intermediates in *bms1l<sup>sq163</sup>* and *bms1l<sup>zju1</sup>* mutants. Left panel: a diagram depicting the steps of pre-rRNA processing to produce mature 28S and 18S rRNAs and highlighting the 5'ETS and ITS1 probe locations. Asterisk, additional pre-rRNA processing products detected by the 5'ETS probe. 28S: 28S rRNA as the loading control.

Fig. S3

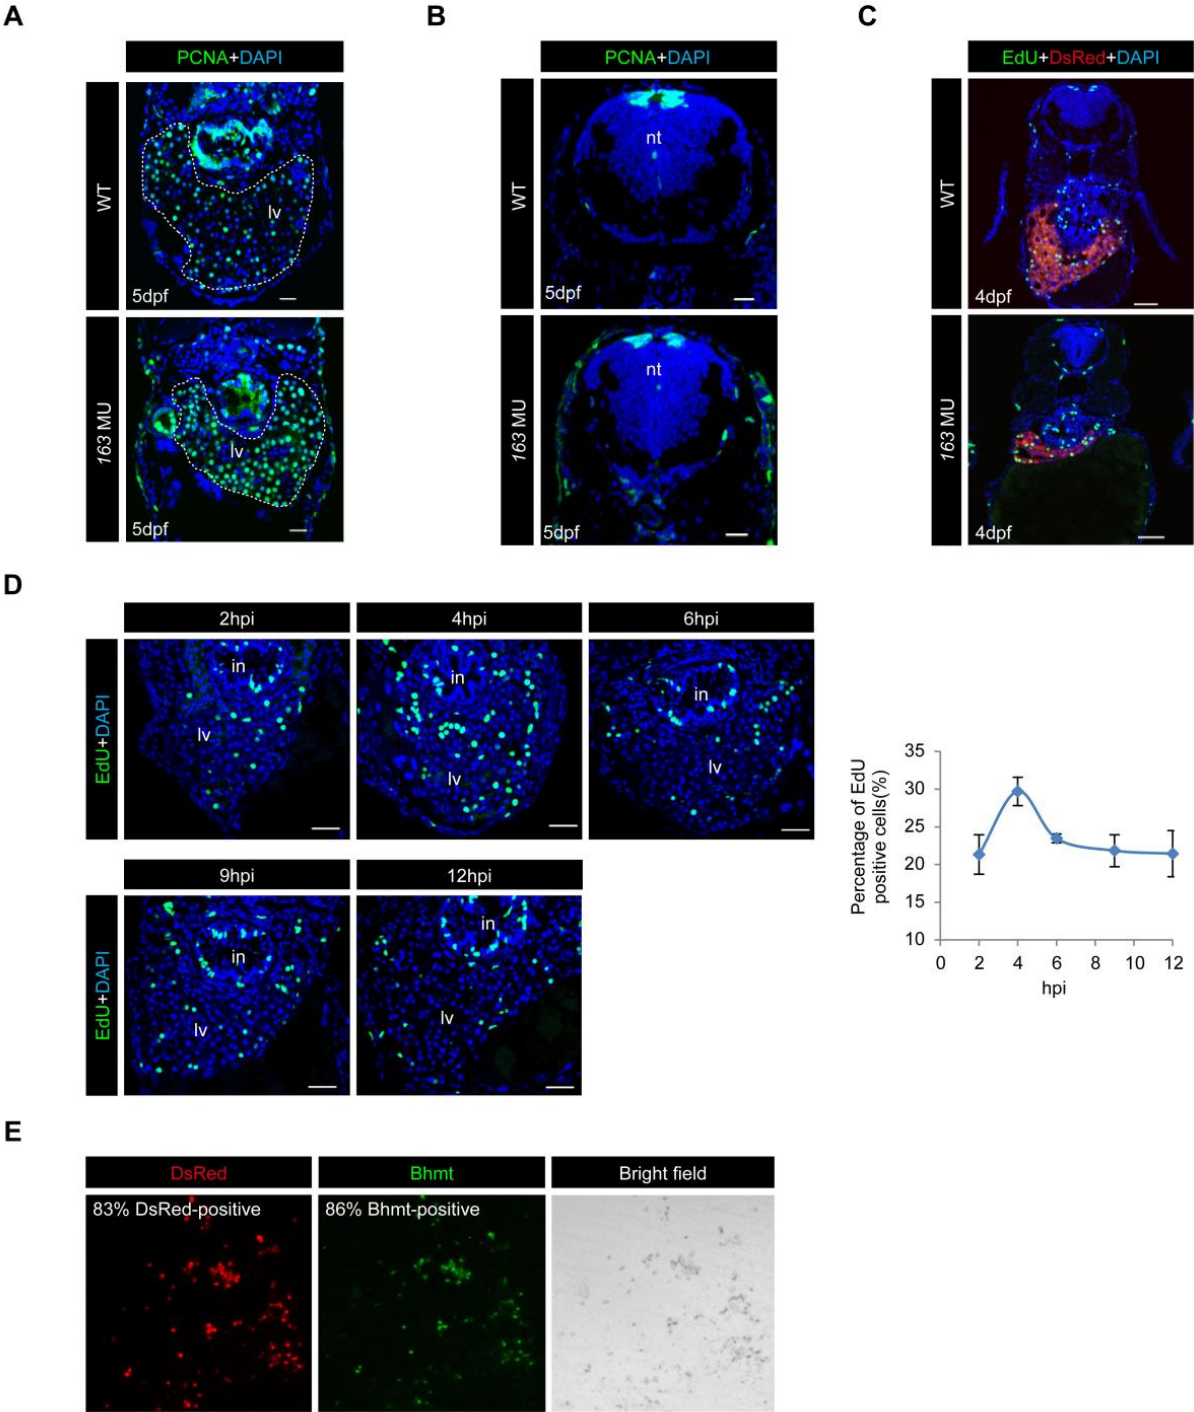

**Supplementary Figure S3** Loss-of-function of Bms1l causes DNA partial over-replication and blocks the S to G2 transition. **(A and B)** Representative images of immunostaining of PCNA showing the significant increase in the percentage of PCNA-positive cells in *bms1l<sup>sq163/sq163</sup>* hepatocytes **(A)** but not in the neural tube **(B)** when compared with WT at 5dpf. Statistic data is shown in Figure 2A. Dotted frame in A: liver. Scale bars, 20μm. lv, liver; nt, neural tube. **(C)** Representative images of immunostaining of EdU showing the significant increase in the percentage of EdU-positive cells in *bms1l<sup>sq163/sq163</sup>* hepatocytes and a subtle increase in the mutant neural tube compared with WT at 4dpf, demonstrating active DNA biosynthesis in *bms1l<sup>sq163/sq163</sup>*. For EdU staining (green), the fluorescent protein DsRed (red) expressed in *Tg(fabp10a:RFP)* reporter fish was used to define hepatocytes. Statistic data are shown in Figure 2B and C. Scale bar: 50μm. **(D)** Pulse-chase analysis of the incorporation of free EdU at 2, 4, 6, 9 and 12 hours post-injection at 4dpf by counting the number of EdU-positive cells in the WT liver (left image panels). No increase in the number of EdU labeled hepatocytes were recorded 6 hours after a single EdU injection (right panel). At each time point, 2615-5398 cells from at least three embryos were counted. in, intestine; lv, liver. Scale bar: 30μm. The values plotted represent mean ± SEM. **(E)** Detection of DsRed fluorescence and immunostaining of Bhmt to determine the identity of cells from the dissected liver from the embryos at 5dpf or 6dpf (in the *Tg(fabp10a:RFP)* genetic background). Such cells from *bms1l<sup>sq163/sq163</sup>* mutant and its siblings were subjected to DNA content analysis on a flow cytometry (Figure 2F). Corresponding bright field image was shown on the right. DAPI, staining the nuclei.

Fig. S4

A

B

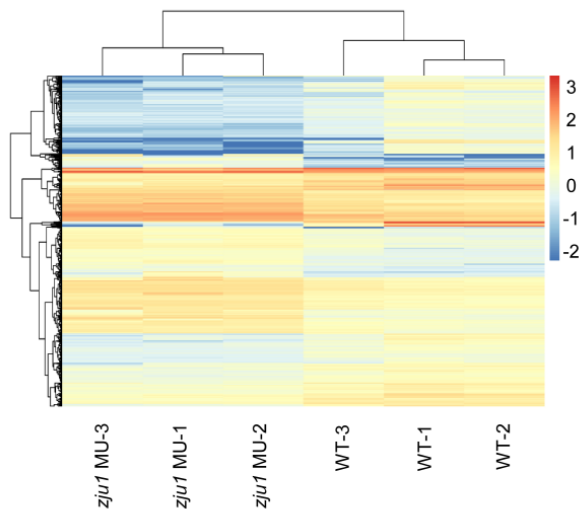

C

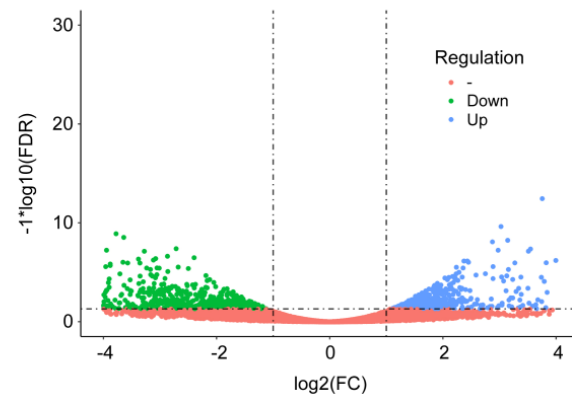

D

**Supplementary Figure S4** Analysis of the RNA-seq data obtained from WT and *bms1l<sup>zju1</sup>* mutant embryos at 3dpf. **(A)** Summary of the RNA-seq data (three biological repeats for WT and *bms1l<sup>zju1</sup>*) including clean reads and mapping rates to the zebrafish genome. **(B)** Hierarchical Clustering analysis of the RNA-seq data between three WT samples and three *bms1l<sup>zju1</sup>* mutant samples. **(C)** A volcano plot was constructed with the fold change value. **(D)** Identification of cell-cycle related genes upregulated ( $\log_2 \geq 1$ ) in the *bms1l<sup>zju1</sup>* mutant compared with WT at 3dpf. \*,  $p < 0.05$ ; \*\*\*,  $p < 0.001$ .

Fig. S5

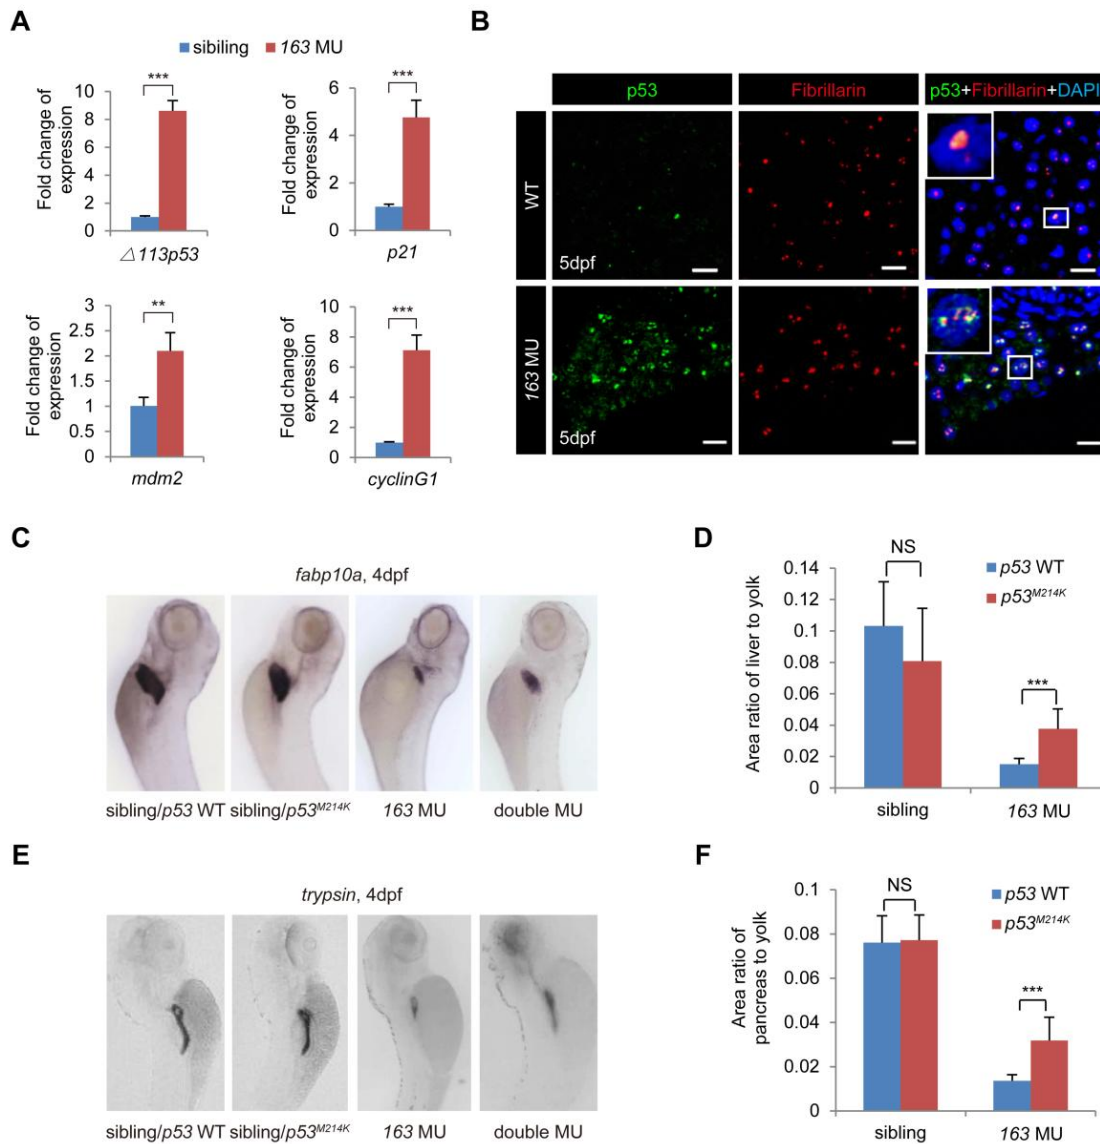

**Supplementary Figure S5** Loss-of-function of Bms1l activates DNA damage response. (A) qPCR analysis showing the elevated expression of  $\Delta 113p53$ , *p21*, *mdm2* and *cyclinG1* in 5dpf-old *bms1l<sup>sq163/sq163</sup>* mutant compared with its siblings. The qPCR values were normalized against *GAPDH* and expressed as fold change of expression. (B) Immunostaining showing the obvious nucleolar enrichment of p53 and p53 isoforms in *bms1l<sup>sq163/sq163</sup>* hepatocytes compared with WT. Fibrillarin: nucleolar marker. DAPI: staining nuclei. Scale bars, 10μm. Insets: showing higher magnification image of a representative nucleus (boxed). (C-F) WISH using *fabp10a* (C) and *trypsin* (E) probe to compare liver (D) and exocrine pancreas (F) development among siblings, *p53<sup>M214K/M214K</sup>* single mutant, *bms1l<sup>sq163/sq163</sup>* single mutant and *bms1l<sup>sq163/sq163</sup> p53<sup>M214K/M214K</sup>* double mutant at 4 dpf. The liver and pancreas development was partially recovered in *bms1l<sup>sq163/sq163</sup> p53<sup>M214K/M214K</sup>* double mutant. 163 MU, *bms1l<sup>sq163/sq163</sup>*. 10 to 13 double mutant embryos were examined after WISH. In A, D and F: the values plotted represent mean ± SEM. \*\*, p< 0.01; \*\*\*, p< 0.001; NS, no significance.

**Fig. S6**

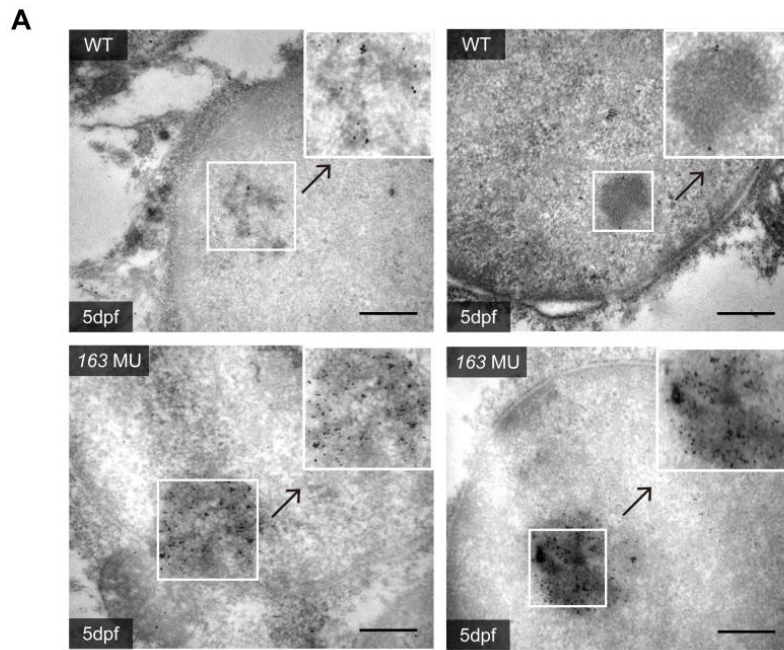

**Supplementary Figure S6** Loss-of-function of Bms1l causes stalling of the rDNA replication fork progression. Representative images of immuno-TEM analysis of Rpa2 in WT and *bms1l*<sup>sq163/sq163</sup> mutant (images corresponding to Figure 4D and E) are shown. Boxed region, nucleoli. Inset, higher magnification image of the nucleolar region (boxed). Scale bars, 0.5 $\mu$ m.

**Fig. S7**

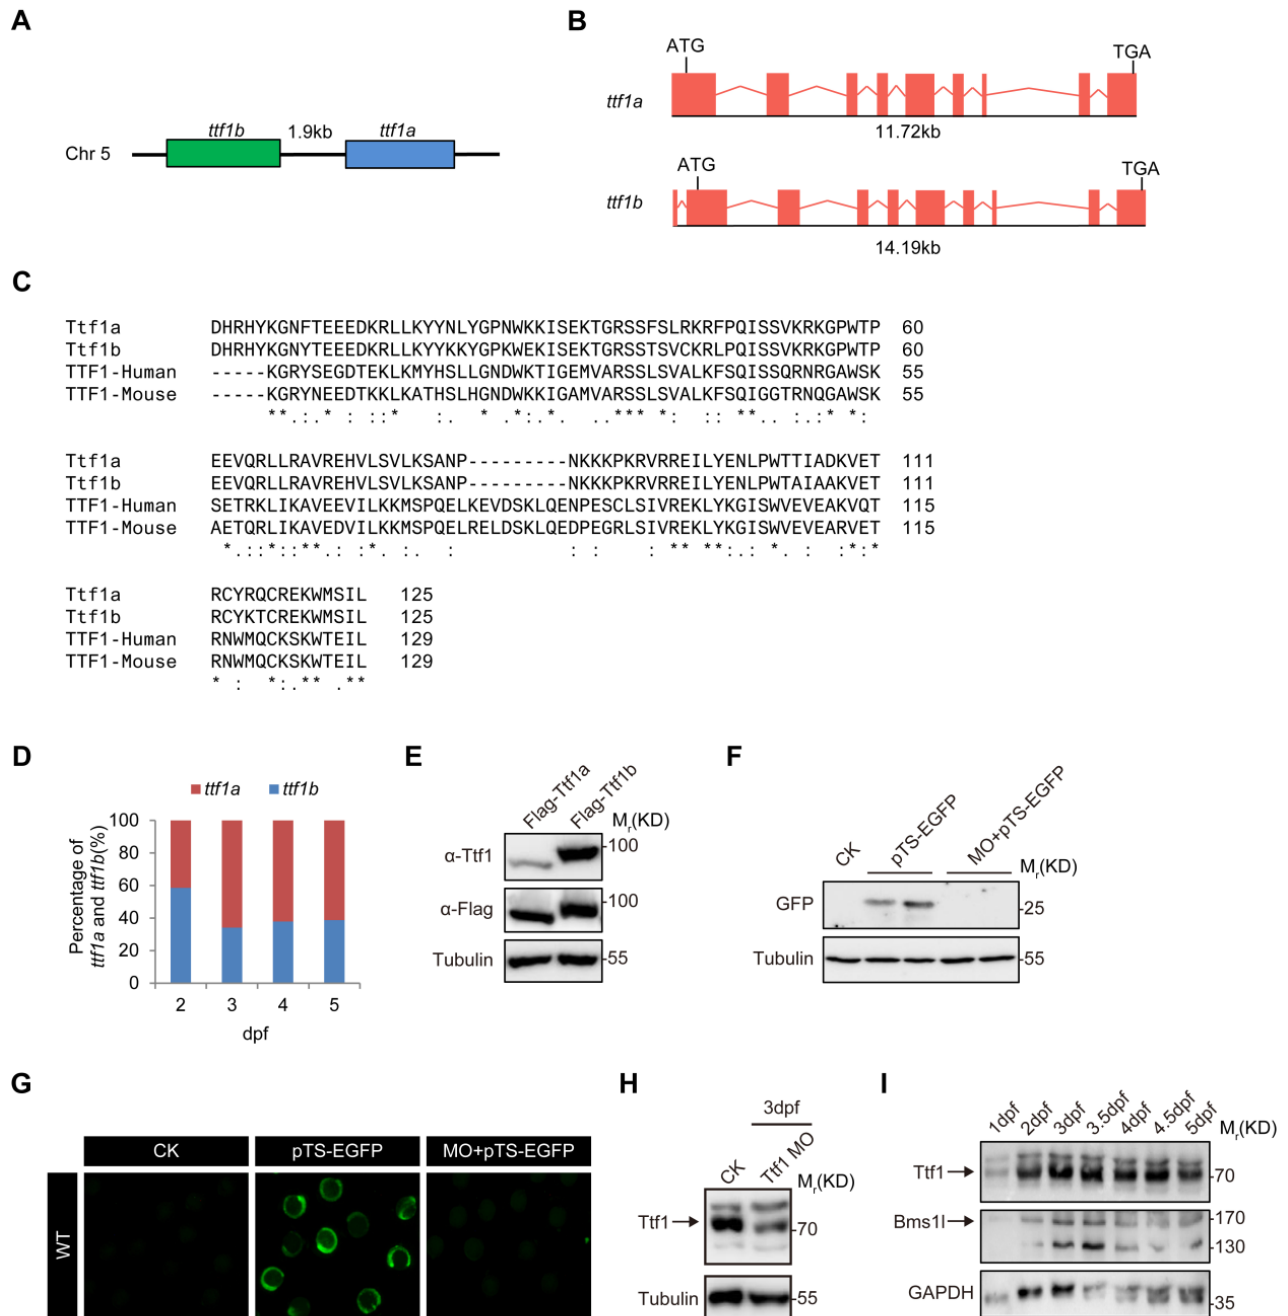

**Supplementary Figure S7** Characterization of Ttf1 in zebrafish. **(A)** A schematic drawing showing that *ttf1a* (blue bar) and *ttf1b* (green bar) are located on chromosome 5 separated by a 1.9kb genomic DNA fragment. **(B)** Diagrams showing the genomic structure of *ttf1a* and *ttf1b*. The *ttf1a* gene spans an 11.72kb genomic DNA region and contains 9 exons and 8 introns. The *ttf1b* gene spans a 14.19kb genomic DNA region and contains 10 exons and 9 introns. Filled red box: exon; red line: intron. ATG: translation start codon; TGA: translation stop codon. **(C)** Alignment of the Myb-like DNA binding domain of Ttf1a and Ttf1b amino acid sequences together with TTF1 from human (NM\_007344.4) and mouse (NM\_009442.2). Myb-like DNA binding domain of zebrafish Ttf1a and Ttf1b share 90% identity. Myb-like DNA binding domain of zebrafish Ttf1a shares 33% identity with both human and mouse TTF1. **(D)** A *ttf1a* and *ttf1b* common primer pair were used to perform RT-PCR. The RT-PCR products were cloned into the pGEM-T vector. Individual clones were picked and sequenced to identify *ttf1a* and *ttf1b* specific sequences. The result revealed that *ttf1a* transcripts were relatively abundant in the 3dpf-, 4dpf- and 5dpf-old embryos. **(E)** Western blot analysis showing the detection of both Ttf1a and Ttf1b by a Ttf1 monoclonal antibody and the Flag-tag antibody, respectively. Flag-tagged *Ttf1a* and *Ttf1b* plasmids in the *pCS2* vector were transfected into 293T cells. Total protein was harvested 48 hours post transfection and was subjected to western blot analysis. Tubulin: loading control. **(F and G)** Analysis of the effectiveness of the *ttf1*-MO which specifically targets both *ttf1a* and *ttf1b* at around their translation start codons. The translation start codon ATG region of *ttf1a/ttf1b* was cloned in-frame upstream to the reporter gene *EGFP* to generate the plasmid *pTS-EGFP*. The *pTS-EGFP* plasmid was injected alone or co-injected with *ttf1*-MO into fertilized eggs at one-cell stage. The expression of EGFP in the injected embryos was examined by a western blot analysis of total proteins extracted from the injected embryos at 12hpf **(F)** and was also visualized under a fluorescence microscope **(G)**. **(H and I)** The identity of the endogenous Ttf1 was determined by its downregulation in the morphants after *ttf1*-MO injection **(H)**. Western blot was then performed to analyze the expression of Ttf1 and Bms1l in 1dpf- to 5dpf-old embryos **(I)**. GAPDH: loading control.

**Fig. S8**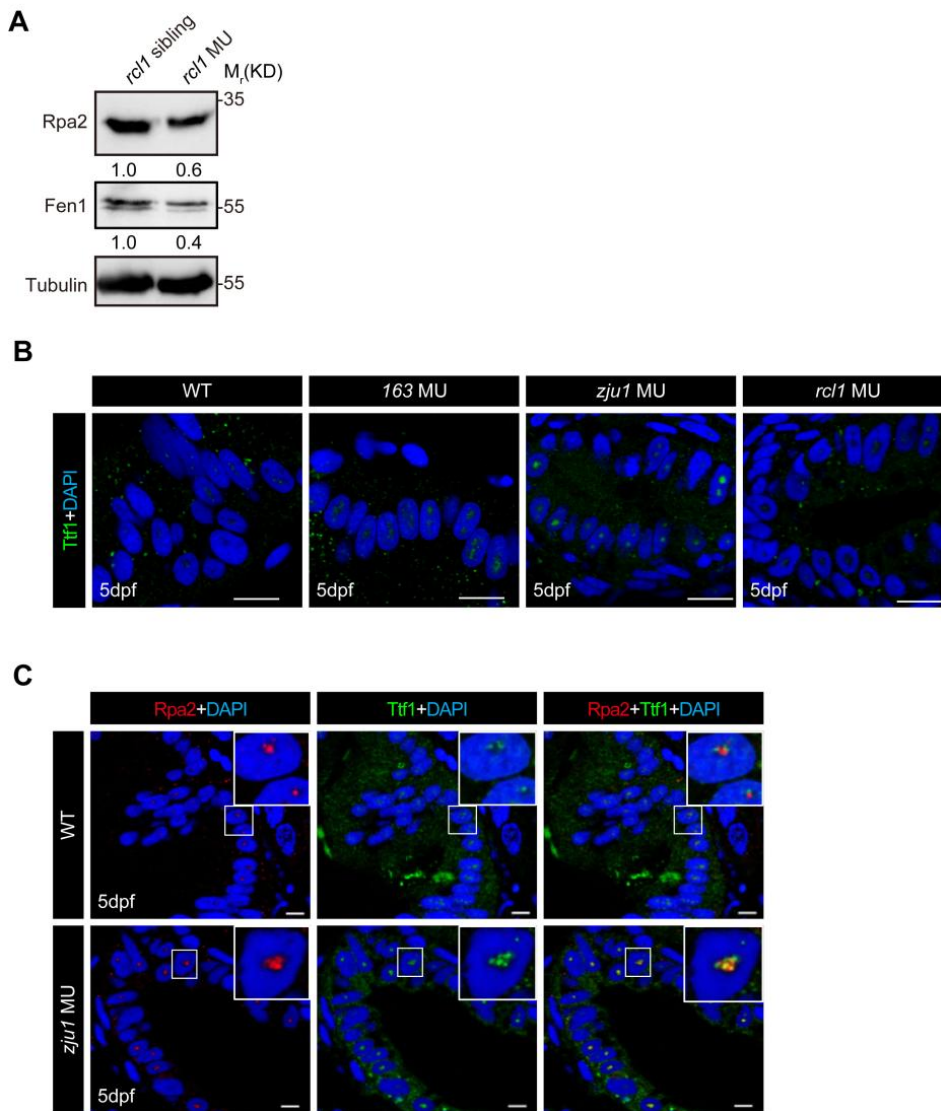

**Supplementary Figure S8** Loss-of-function of Bms1l causes accumulation of Ttf1 in the nucleolus. **(A)** Western blot analysis did not reveal obvious difference for the expression of Rpa2, and Fen1 between *rcl1*<sup>-/-</sup> (*rcl1* MU) and corresponding siblings at 5dpf. Tubulin: loading control. **(B)** Immunostaining of Ttf1 showed that Ttf1 was enriched in the nucleolus of gut epithelia in *bms1l*<sup>sq163/sq163</sup> and *bms1l*<sup>zju1/zju1</sup> but not *rcl1*<sup>-/-</sup> mutants. Scale bars, 10µm. Statistic data was shown in Figure 5C. **(C)** Co-immunostaining of Ttf1 and Rpa2 showed a significantly higher ratio of the nucleoli displaying intervening signals of Ttf1 and Rpa2 in the *bms1l*<sup>zju1/zju1</sup> mutant gut epithelia. Scale bars, 5µm. Statistic data was shown in Figure 5D. Inset: showing the higher magnification image of a representative nucleus (boxed).

**Fig. S9**

# A

**B**

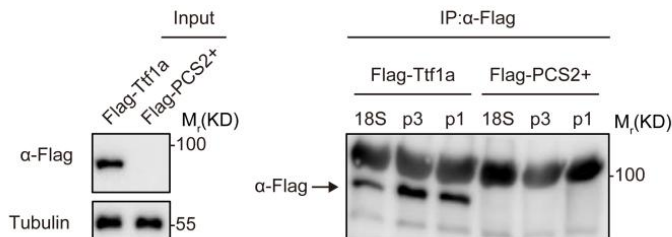

## C

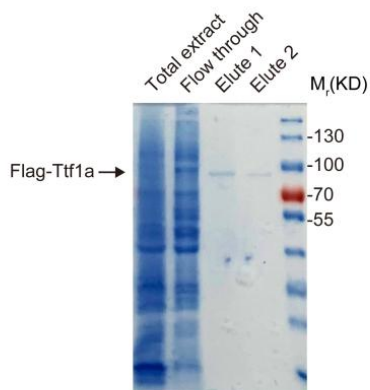

**Supplementary Figure S9** Binding of Ttf1 to target sequence downstream of the rDNA gene is GTP-dependent. **(A)** Sequence alignment of the four Ttf1-binding sites peak-1 to peak-4 (p1 to p4) downstream of the 3'-end of the rDNA gene. **(B)** Western blot analysis of Flag-Ttf1a in the input (left) and in the Co-IP products (right) which were used as the substrate for ChIP-qPCR analysis of the binding of Ttf1a to peak-1 (p1), peak-3 (p3), 18S and 28S rRNA as shown in Figure 5F. Total protein extracted from the 293T cells expressing Flag-Ttf1a was mixed with peak-1, peak-3 and 18S rDNA, respectively, and the mixture was subjected to Co-IP using a Flag-tag specific antibody. **(C)** Coomassie blue stained protein gel to show the purified Flag-Ttf1a using Flag-antibody conjugated agarose beads, and elute with Flag-peptide (lanes 3 and 4). This purified Flag-TTF1s protein was used for DNA binding assay showed in Figure 5H and I. Lane 1: total protein extracts; lane 2: flow through.

**Fig. S10**

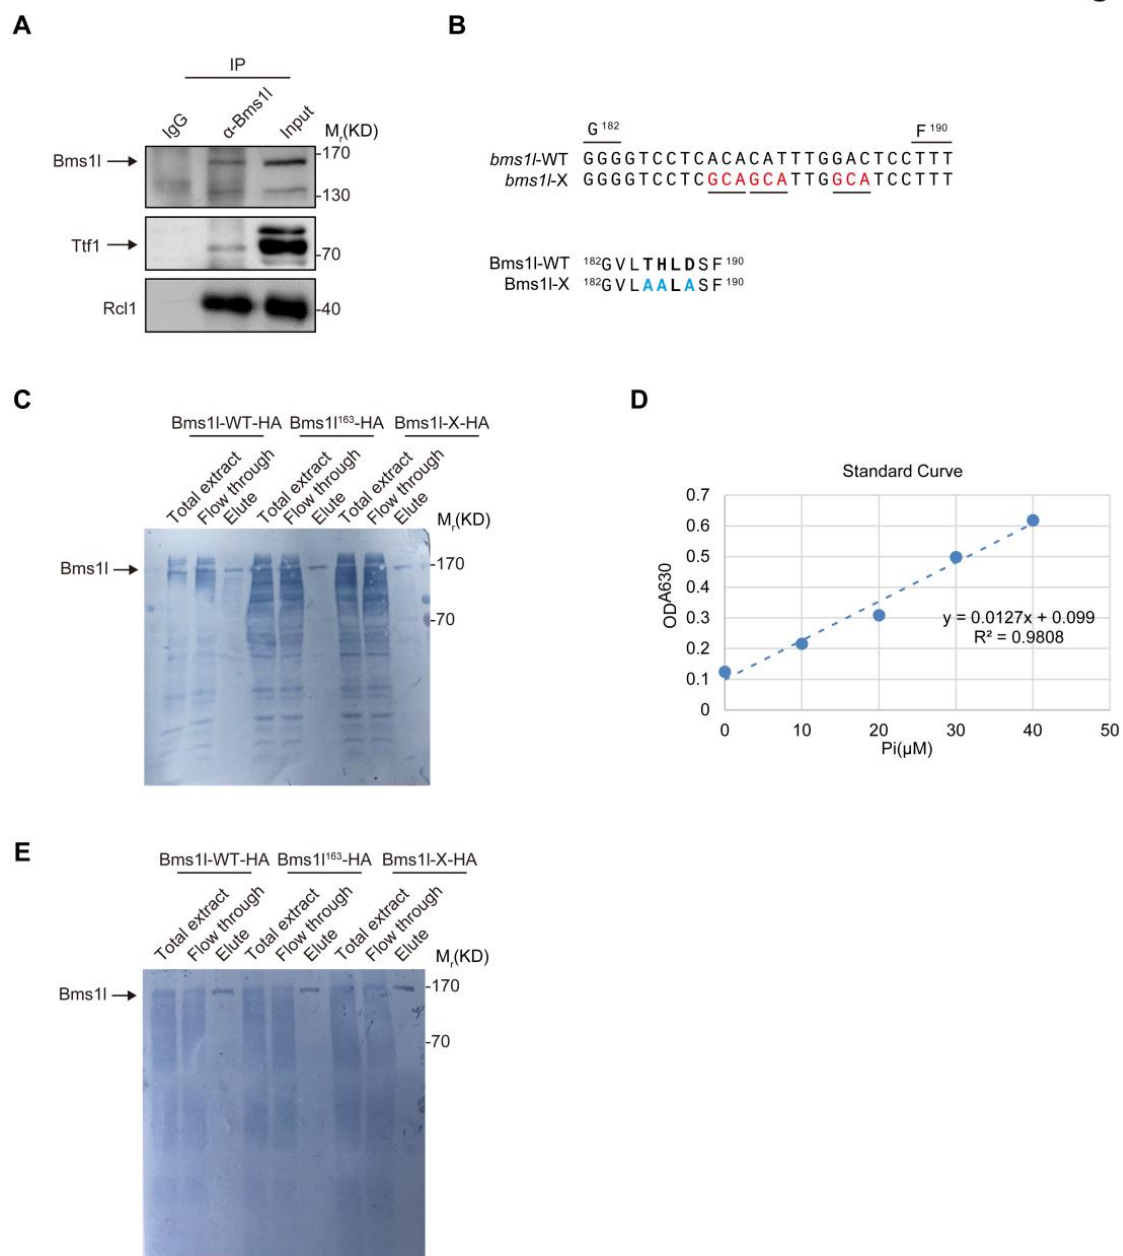

**Supplementary Figure S10** Both WT Bms11 and mutant Bms11<sup>163</sup> protein interact with TTF1 but only WT Bms11 displaces Ttf1 from the RFB sites. (A) Co-IP analysis showed that the endogenous Bms11 interacted with Ttf1. Total proteins were extracted from 3dpf-old WT embryos and were subjected to Co-IP using the Bms11 antibody. (B) Alignment of DNA sequence (upper panel) and amino acid sequence (lower panel) to show the base changes (in red) in *bms11-X* and amino acid changes (in blue) in Bms11-X. (C) Coomassie blue stained protein gel to show the purified HA-tagged Bms11-WT (lane 3), Bms11-163 (lane 6) and Bms11-X (lane 9) using HA-antibody conjugated agarose beads, and elute with HA- peptide. These purified proteins were used to determine their GTPase activities as shown in Figure 6D. (D) Absorbance value (A<sub>630</sub>) at 5min versus free Pi concentration was used to obtain the standard curve for GTPase activity assay. (E) Coomassie blue stained protein gel to show the purified HA-tagged Bms11-WT (lane 3), Bms11-163 (lane 6) and Bms11-X (lane 9) using HA-antibody conjugated agarose beads, and elute with HA- peptide. These purified proteins were used to determine their ability to disassociate the Ttf1-peak3 complex as shown in Figure 6E.

Fig. S11

A

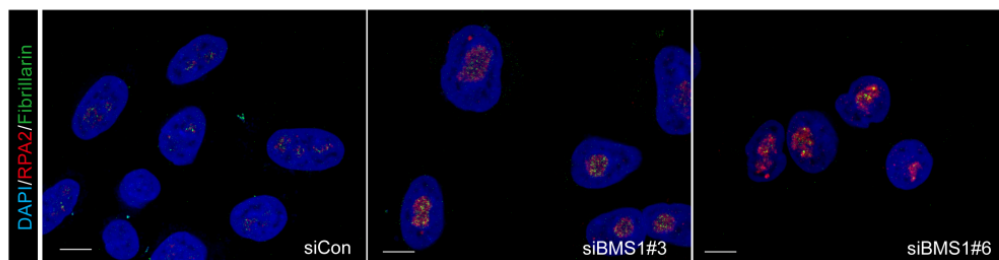

B

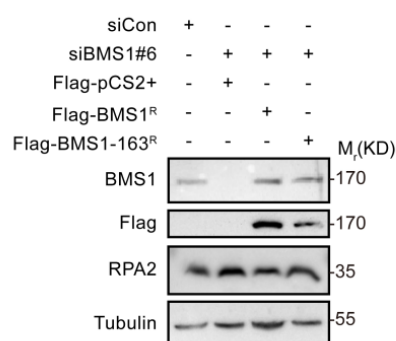

**Supplementary Figure S11 Knockdown of human BMS1 causes DNA over-replication and replication-fork stall.** (A) images of co-immunostaining of RPA2 and Fibrillarin in HeLa cells treated with siCon, siBMS1#3 and siBMS1#6 (96hrs post-transfection). DAPI: staining nuclei. Scale bars, 5 $\mu$ m. (B) Western blot analysis of BMS1, Flag-BMS1<sup>R</sup> and Flag-BMS1-163<sup>R</sup> using BMS1 antibody or Flag-tag antibody, and of RPA2 using RPA2 antibody in Hela cells pre-treated (24hrs) with siCon or siBMS1#6.

**Supplementary Table S3** List of the top 20 significantly enriched items in the BP\_down (downregulated genes) category.

**Supplementary Table S4** List of the top 20 significantly enriched items in the BP\_up (upregulated genes) category.

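Supplementary Table S5 counts the reads left after quality filtering (clean reads) and how many of them the aligner placed on the genome. A uniquely mapped read has 1 best place, while a multi-mapped read has several, as happens in repeated sequences such as rDNA copies. The paper's reported values are 45681870 clean reads, 29654670 uniquely mapped reads and 9800496 multi-mapped reads. From these numbers, uniquely mapped reads made up 64.9% of the clean reads, multi-mapped reads 21.5% and both together 86.4%. The table gives 1 set of numbers, for the data obtained with the Ttf1 antibody, and it does not say whether multi-mapped reads entered the peaks.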

**Supplementary Table S5** Statistics for ChIP-Seq data using the Ttf1 antibody.

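For each region, Supplementary Table S6 gives a position, a fold change and a description, and these fold changes are the paper's values. They had a median of 6.26 and ranged from 2.57 to 16.38, and 5 regions had a description other than undefined. Every region that overlapped a deposited peak lay wholly inside it, and its fold in Supplementary Table S6 was above the fold of that peak in the authors' deposited table. The fold of the region was 1.80 times that of the peak in the median (range 1.03 to 3.58). Peaks were wider than the regions in them, with a median ratio of widths of 4.14 and a range from 1.05 to 35.9. As many as 3 regions lay in the same peak, and 11 regions shared their peak with another. The largest folds in Supplementary Table S6, 16.38 on chromosome 20 from 55336087 to 55338196 and 10.43 at mphosph10, belonged to the peaks with the largest folds of the list. For the next region, on chromosome 7 from 52740056 to 52740575, the paper's fold is 9.40 and the fold of the deposited peak was 4.65. On chromosome 20 from 17121450 to 17121736, the paper's fold is 9.27 and that of the peak was 2.61. On chromosome 16 from 26068364 to 26068717, the paper's fold is 8.73 and that of the peak was 2.44. Both regions described as NLRC3-like, with folds of 5.74 and 3.21 in the paper's table, lay in a peak on chromosome 4 from 76319835 to 76326104 with a fold of 3.10, in an intron of si:dkey-61p9.9 (ENSDARG00000092759). The region described as Trappc8, with a fold of 4.06 in the paper's table, lay in a peak in an intron of that gene (ENSDARG00000038866) on chromosome 20 from 6460954 to 6462086, with a −log10 q of 0.608.

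**Figure D2:**
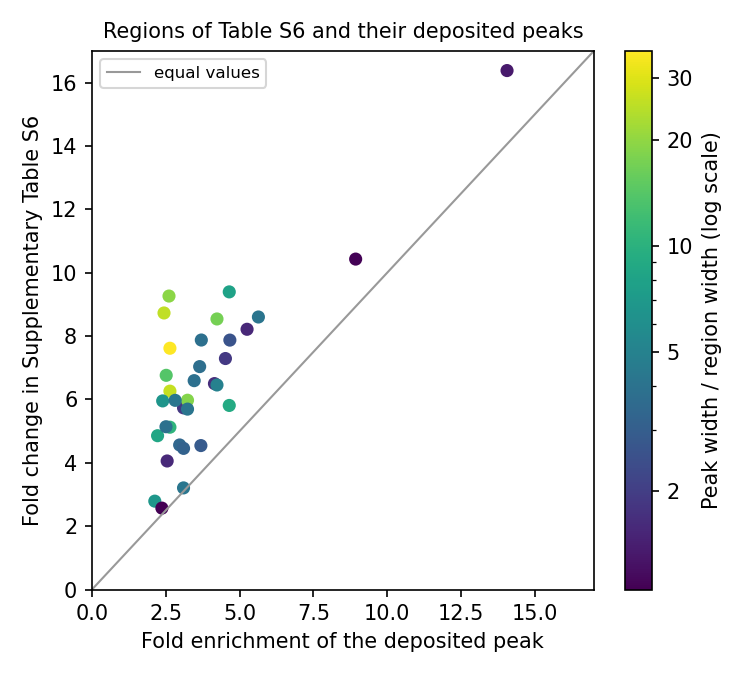
Fold change of each region in Supplementary Table S6 (y axis, the paper's value) against the fold enrichment of the deposited peak that holds it (x axis, the authors' value), 34 regions, with the width of the peak over that of the region as colour on a log scale. The grey line marks equal values, and all points lie above it.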

**Supplementary Table S6** ChIP-Seq identification of Ttf1-binding sites in the zebrafish genome.

**Note:** ChIP-seq data GEO accession number: GSE176455. Corresponding chromatin peaks are shown on the right. Blue: input; orange: Ttf1 antibody IP product.

**Supplementary Table S7** Primer sequences for plasmid construction and siRNA for targeting human BMS1.

\* Bold letters are the ttf1-MO target sequence. Translation start codon ATG is underlined.

**Supplementary Table S8** Primer sequences for qPCR.

## Supplementary Materials and methods

### 1. Key resources table

## 2. Materials and methods

### *Zebrafish lines and maintenance*

The zebrafish AB line was used as the wild type (WT) in this work. Fish were raised and maintained according to standard procedures (Lo et al., 2003). The *bms1l*<sup>sq163</sup> mutant line was obtained by screening for small liver mutants after ENU mutagenesis (Wang et al., 2012). The *bms1l*<sup>zju1</sup> mutant line was generated by CRISPR-Cas9 technology using a gRNA (GCATGGCAAAAACCTTCCATCGGTTAG) specifically targeting the junction between exon2 and intron2 of the *bms1l* gene. The *rcl1*<sup>-/-</sup> mutant harbors a 16bp insertion and one base substitution

in the first exon that create an early stop codon in the *rcl1* ORF containing the N-terminal 36 amino acids (aa) of Rcl1 plus 18 aa derived from the ORF shift. The *p53*<sup>M214K</sup> mutant was obtained from Thomas Look (Harvard Medical School, USA) (Berghmans et al., 2005). Transgenic line *Tg(lfabp:RFP; elaA:EGFP)* was obtained from Zhiyuan Gong (National University of Singapore, Singapore) (Wan et al., 2006).

#### *Cell lines and cell transfection*

Human 293T cells were maintained in DMEM (high glucose, GIBCO), supplemented with 10% newborn calf serum (NBCS, GIBCO). Plasmids were transfected into the cells using Lipofectamine 2000 (Invitrogen) transfection reagent according to the manufacturer's recommendations.

#### *Plasmid construction*

The HA-tag was fused in-frame to the 3'-end of the full-length cDNA of zebrafish *bms1l*-WT, *bms1l-sq163* and *bms1l-X*, respectively, by reverse transcription coupled with polymerase chain reaction (RT-PCR) using the HA-Bms1l-F and HA-Bms1l-R primer pair (Supplementary Table S7). The *bms1l*-WT-HA, *bms1l-163*-HA and *bms1l-X*-HA products were cloned into the *pCS2*<sup>+</sup> expression vector, respectively. The full-length cDNA of zebrafish WT *ttf1a* and *ttf1b* was obtained through RT-PCR using a pair of primers Flag-Ttf1-F and Flag-Ttf1-R shared by *ttf1a* and *ttf1b* (Supplementary Table S7), respectively. The *pCS2*<sup>+</sup>-Flag-Ttf1a and *pCS2*<sup>+</sup>-Flag-Ttf1b plasmids were constructed by cloning the *ttf1a* and *ttf1b* cDNA into the *pCS2*<sup>+</sup>-Flag expression vector, respectively. The *pCS2*<sup>+</sup>-Flag construct was obtained from Qiang Wang (Institute of Zoology, Chinese Academy of Sciences, China).

#### *Northern blotting, 28S/18S ratio quantification and real-time quantitative PCR (qPCR)*

Total RNAs were extracted from embryos using Trizol Reagent (Invitrogen, 15596-026). The digoxigenin (DIG)-labeled 5'ETS and ITS1 DNA probes were as described previously (Tao et al., 2013). RNA gel blot hybridization was performed as described previously (Chen et al., 2005). The qPCR values were normalized against *GAPDH* and expressed as fold change of expression. The values plotted represent mean  $\pm$  SEM. For 28S/18S ratio analysis, total RNAs were analyzed by Agilent Bioanalysis 2100 (Agilent, USA) according to manufacturer's instructions. The qPCR was performed as described previously (Tao et al., 2013). Primer pairs used for qPCR analysis of different genes were listed in Supplementary Table S8.

#### *Whole-mount in situ hybridization (WISH)*

Digoxigenin (DIG)-labeled RNA probes (Roche DIG RNA Labeling mix 11277073901) were

used in WISH. WISH was performed as described. *fabp10a*, *ifabp* and *trypsin* gene fragments were respectively cloned into the pGEM-T vector containing T7, T3 or Sp6 promoter sequence, and these plasmids were used as templates to generate the corresponding RNA probes via *in vitro* transcription for WISH (Gao et al., 2019).

#### *Protein analysis, co-immunoprecipitation (Co-IP) and antibodies*

Zebrafish embryos were disassociated by passing it through a 21G needle several times in PBS. After centrifugation, the supernatant was discarded and protein was extracted in SDS sample buffer (63mM Tris-HCl pH6.8, 10% Glycerol, 5%  $\beta$ -mercaptoethanol, 3.5% SDS) by heating at 100 °C for 7 minutes. Western blot analysis was performed as described (Wang et al., 2016).

For the Co-IP experiment, total protein was extracted from cultured cells through the following procedure. Cells were collected into a 1.5ml tube, washed twice in pre-chilled PBS buffer and then sonicated (on 10s, off 15s, amplitude 30%, 5mins, Branson) in IP lysis buffer (P0013J, Beyotime). 10% of the lysis product was kept as input. 20 $\mu$ l of agarose conjugated antibody beads were added into the remaining lysate and the mixture was incubated at 4 °C overnight. The next day, the beads were collected by a brief spinning, washed in PBST (PBS+0.1% Tween20) five times and heated at 100 °C for 10 minutes in Lane Marker Sample Buffer (26149, Thermo Scientific). After centrifugation, the supernatant was collected as the protein sample. Protein electrophoresis and western blots were performed according to the instructions provided by the manufacturers.

Primary antibodies used in this work included antibodies against PCNA (P8825, Sigma), Fen1 (ab17994, abcam), Chk2 (55435, Anaspec), Rad51 (55838, Anaspec), Fibrillarin (ab4566, abcam), BrdU (OBT0030, AbD sero Tec), GFP (sc-9996, Santa Cruz), HA (AH158, Beyotime), Flag (F1804, Sigma),  $\beta$ -Actin (R1207-1, Huabio), GAPDH (M1211-1, Huabio), Tubulin (AT819, Beyotime). Monoclonal antibodies against P53, Ttf1, Bms1l, Bhmt and rabbit polyclonal antibodies against Rcl1, CyclinE1 and Bms1l were generated by Hangzhou HuaAn Biotechnology Company. Rabbit polyclonal antibody against Rpa2 was obtained from Dr Jun Huang (Life Sciences Institute, Zhejiang University, China).

#### *ttf1 morpholino (ttf1-MO) and the specificity of the Ttf1 monoclonal antibody*

Morpholino was purchased from Gene Tools (Philomath, USA). The *ttf1* morpholino (*ttf1*-MO) (5'-ACGATGGATGAGATGCTGTCAGATT-3') was designed to target the common sequences of *ttf1a* and *ttf1b* transcripts in the region around the translation start codon (TS) ATG. To examine the efficiency of *ttf1*-MO, a primer (i.e EGFP-TS-F) was designed by fusing the *ttf1a/ttf1b* TS sequence upstream to the 5'-end of the *EGFP* gene (Supplementary Table S7). The EGFP-TS-F and EGFP-TS-R primer pair (Supplementary Table S7) was used to amplify the *EGFP* gene to generate

the *pCS2<sup>+</sup>-TS-EGFP* plasmid. *ttf1*-MO (0.6 pmol) and *pCS2<sup>+</sup>-TS-EGFP* plasmid (150 pg) were injected into one-cell stage embryos. Injected embryos were subjected to total protein extraction for western blot analysis and GFP fluorescence observation under a fluorescence microscope at 8 hours post-injection. We found that *ttf1*-MO successfully knocked down the expression of the *Egfp* reporter gene (Supplementary Figure S7F and G).

The Ttf1 monoclonal antibody could detect both Ttf1a and Ttf1b overexpressed in the cultured 293T cells (Supplementary Figure S7E). We confirmed the identity of the endogenous Ttf1 protein in western blot by comparing protein patterns between WT and *ttf1*-MO-injected embryos at 3dpf (Supplementary Figure S7H).

#### *Cryo-sectioning and immunostaining*

For cryo-sectioning, embryos were fixed in 4% PFA for 2 hours. The samples were embedded in 1.5% agarose/30% sucrose, followed by permeation in 30% sucrose overnight. The next day, samples were further embedded by OCT (090913, Leica) in suitable molds in -80 °C ethanol. Sections of 10µm thickness were mounted onto coated glass slides. Frozen sections were kept at -80 °C until use.

Before immunostaining, the frozen slides were first kept at room temperature for a few minutes. When an antigen retrieval treatment was required, the slides were immersed in retrieval buffer (10mM sodium citrate, pH 6.0) and subjected to mid-low heat in a microwave oven for about 5 minutes. The slides were then washed in PBST buffer (PBS plus 0.2% TritonX-100) for 3×5 minutes. To reduce non-specific binding, the slides were first blocked in 10% goat serum diluted in PBST for about 40 minutes and then incubated with primary antibody diluted in blocking solution overnight at 4 °C. The next day, slides were washed in PBST for 3×5 minutes. Secondary antibodies conjugated with fluorescence (1:400 diluted in blocking buffer) and DAPI (1:1,000 diluted in blocking buffer) were then added to the slides and incubated at room temperature (~24 °C) for 2 hours. After washing with PBST, samples were mounted by a drop of glycerol and covered by coverslips and then sealed by nail oil. All immunofluorescence staining images were taken under an Olympus BX61WI confocal microscope.

#### *EdU and BrdU incorporation assay*

For the EdU (5-ethynyl-2'-deoxyuridine) single-incorporation assay, EdU (1nl, 10 mM) was injected into the heart of 4dpf- or 5dpf-old embryos. The injected embryos were incubated at 28.5 °C till the desired time point for fixation in 4% PFA for 2 hours and were then subjected to cryo-sectioning. Incorporated EdU was detected by Alexa Fluor 488 Azide (Life Technologies, A10266).

For the EdU and BrdU double-incorporation assay, 10 mM EdU was injected into the heart of 4dpf-old embryos. After incubation at 28.5 °C for 5 hours, BrdU (5-bromo-2-deoxy-uridine, 1nM, 10 mM) was injected into the heart of embryos. After incubation at 28.5 °C for 7 hours, the injected embryos were fixed in 4% PFA for 2 hours prior to cryo-sectioning. Cryosections were incubated in 2N HCl for 40 minutes at 37°C to expose the incorporated BrdU, followed by immunostaining of BrdU and detection of EdU.

All immunofluorescence staining images were taken under an Olympus BX61WI confocal microscope.

#### *Flow cytometry analysis*

Approximately 100 *Tg(lfabp:RFP)* zebrafish embryos were collected and fixed with 0.5% PFA at room temperature for 2 hours. Livers were then dissected under a fluorescence microscope, followed by treatment with 0.1% trypsin at 37 °C for 30 minutes. Cells were then gently pipetted and washed in PBS twice by centrifugation at 1800g for 5 minutes and then permeated with 70% ethanol at 4 °C for 2 hours. To confirm the hepatocyte identity, cells were washed and resuspended by PBS, then incubated with the Bhm1 antibody (1:2000) at 4 °C overnight, followed by incubation with Alexa Fluor 488 anti-rabbit secondary antibody (1:500) at 4 °C for 4 hours to specifically label the hepatocytes. For DNA content detection, cells were washed by PBS and resuspended in 300ul PBS, then incubated with Propidium Iodide (50µg/ml) at room temperature for 30 minutes and subjected to flow cytometry analysis of the cell cycle on BD FACS Calibur flow cytometer (Guan et al., 2016).

#### *Immuno-transmission electron microscopy (Immuno-TEM) detection of Rpa2*

Embryos were first fixed in 2.5% glutaraldehyde (0.1M PBS, pH 7.2-7.4) at room temperature for 1 hour, followed by three times washes in PBS for 10 minutes each. Livers were then dissected and fixed in the similar fixative at 4 °C overnight, followed by four times washes in 4% sucrose/0.1M PBS at 4 °C for 15 minutes each and further incubation in 4% sucrose/0.1M glycine/0.1M PBS at 4 °C for 30 minutes. Dehydration was carried out in increasing concentrations of methanol (30% and 50% methanol at 4 °C, 70%, 80%, 95% methanol at -20 °C, 100% methanol at -20 °C three times for 15 minutes each). Gradient permeation was performed in 100% methanol/Lowicryl K4M (1:1) at -20 °C for 1 hour, 100% methanol/K4M (1:3) at -20 °C for 1 hour and K4M resin at -20 °C overnight. Samples were then transferred to a new PCR tube with an equal volume (200ml) of newly prepared K4M. Polymerization was carried out at -20 °C for 72 hours, followed by UV illumination at room temperature for 48 hours.

After sectioning (100nm), grids were rinsed with distilled water, followed by incubation in

blocking solution (1% BSA, 0.02% PEG20000, 100mM NaCl, 1% NaN<sub>3</sub>, 0.22μm strainer filtered) for 5 minutes. Then grids were incubated with RPA2 antibody (1:50), at 4 °C overnight, followed by six times washes in 0.01M PBS for 2 minutes each. Secondary antibody incubation was performed with Protein-A gold (1:100) (Center of Electron Microscopy, Zhejiang University) at room temperature for 2 hours, followed by similar washing conditions and additional four times washes with distilled water for 2 minutes each. The sections were then stained with 3% uranyl acetate for 5 minutes and lead citrate (1.33g lead nitrate, 1.76g sodium citrate, 8mmol NaOH in 50ml ddH<sub>2</sub>O) for 3 minutes. Grids were observed with a Hitachi transmission electron microscope (H-7650) at 80kV and 8000~80000X magnification.

#### *ttf1a/ttf1b expression analysis*

Total RNA was extracted from 2dpf-, 3dpf-, 4dpf- and 5dpf-old WT embryos for generating cDNA by reverse transcription (Invitrogen, 28025-021). PCR products were obtained by using a pair of primers (F: CGACTCATTAAGCGATGTATGA, R: CTATTGATTAAAGCTGTTGTTCT) perfectly matching both *ttf1a* and *ttf1b* sequences and then cloned into the pGEM-T vector. 96 individual *E coli* colonies were randomly picked for DNA sequencing to identify clones corresponding to *ttf1a* or *ttf1b* based on single nucleotide polymorphisms (SNPs) between *ttf1a* and *ttf1b*.

#### *ChIP-seq and ChIP-qPCR*

The ChIP-seq protocol described here is based on previous studies with several modifications for its use in zebrafish embryonic stages. Zebrafish embryos at 3dpf were deyolked in PBS by shivering 5-10 times using 21G (0.8mm) needle and 2ml syringe. The cell pellet was suspended in 1ml NIM buffer (0.25mM sucrose, 25mM KCl, 10mM Tris-HCl pH 7.4, 5mM MgCl<sub>2</sub>) and homogenized. Formaldehyde was added to a final concentration of 1% at room temperature for 20 minutes. Glycine was then added to a final concentration of 125mM to quench the reaction. The nuclei pellet was washed in 1ml NIM buffer. The pellet was resuspended in 275μl CHIP lysis buffer (50mM Tris-HCl pH 8.1, 10mM EDTA, 1% SDS) followed by incubation in ice for 20 minutes. 275μl CHIP dilution buffer (0.01% SDS, 1.1% Triton X-100, 1.2mM EDTA, 16.7mM Tris-HCl pH8.1, 167mM NaCl) was added for sonication (on 5s, off 20s, amplitude 30%, 16mins, Branson) to obtain the DNA fragment between 100~500bp. The supernatant was taken for immunoprecipitation by adding 1500ul CHIP dilution buffer and 20μg Ttf1 antibody and the mixture was incubated overnight at 4 °C. Mouse IgG was used as a negative control through the same procedure. The next day, protein A/G agarose beads (P2019, Beyotime) was added and incubated at 4 °C for 4 hours, then the pellet was washed consecutively with each of following

solution: low salt wash buffer (Tris-HCl 20mM pH 8.1, 2mM EDTA, 150mM NaCl, 0.1% SDS, 1% Triton), high salt wash buffer (Tris-HCl 20mM pH 8.1, 2mM EDTA, 500mM NaCl, 0.1% SDS, 1% Triton), LiCl wash buffer (Tris-HCl 10mM pH 8.1, 0.25M LiCl, 1% NP-40, 1% deoxycholic acid, 1mM EDTA), TE buffer (Tris-HCl 10mM pH 8.1, 1mM EDTA). Freshly prepared elution buffer (100μl 1M NaHCO<sub>3</sub>, 100μl 10% SDS, 800μl H<sub>2</sub>O) containing RNaseA was added to a final concentration of 0.33μg/μl, and the mixture was incubated at 65 °C for 4 hours. 0.5mg/ml proteinase K was added and incubated at 60 °C for 2 hours. The DNA was sent to ANNOROAD (Beijing, China) for sequencing after precipitating and purify.

ChIP-qPCR primers were designed based on CHIP DNA peaks and listed in Supplementary Table S8. qPCR was performed as described previously (Tao et al.,2013).

#### *Assay for Ttf1a binding to peak-3*

Plasmids of *Bms1l-WT-HA* (1μg), *Bms1l-163-HA* (1.6μg), *Bms1l-X-HA* (1.6μg), *Flag-Ttf1a* (0.5μg), *HA-pCS2+* (1μg) were transfected into 293T cell line, respectively. 48h post transfection, cultured cells were harvested and rinsed twice with PBS, followed by centrifugation at 3000g at 4°C. The cells were resuspended in the extraction buffer (10mM PBS, 5mM KCl, 1mM Dithiothreitol (DTT), 5mM MgCl<sub>2</sub>, pH 7.4) and extracted by subjecting to liquid nitrogen multi-gelation three times. The cells were then centrifuged at 12000g 4°C for 10 min, and the supernatant was collected. To purify the protein, 20μl Anti-Flag-Tag affinity agarose beads (710040, Yeason) or Anti-HA-Tag affinity agarose beads (314080, Abmart) were added and incubated for 4~6h at 4°C. Beads were washed with extraction buffer for 3 times. 1mg/ml Flag peptide or HA peptide was used to elute the protein from the beads.

For DNA-binding assay, purified Flag-Ttf1a protein was mixed with purified *Bms1l-WT-HA*, *Bms1l-163-HA*, *Bms1l-X-HA*, *HA-pCS2+* and 5fmol peak-3 DNA fragment with or without GTP (Thermol Scientific) and was incubated at 28°C for 1h. 20μl Anti-Flag-Tag affinity agarose beads were then added and incubated at 28°C for 1h. The beads were pelleted by centrifugation at 1000g/min for 1 min and the pellet was washed sequentially with each of following solution: low salt wash buffer (Tris-HCl 20mM, pH 8.1, 2mM EDTA, 150mM NaCl, 0.1% SDS, 1% Triton), high salt wash buffer (Tris-HCl 20mM, pH 8.1, 2mM EDTA, 500mM NaCl, 0.1% SDS, 1% Triton), LiCl wash buffer (Tris-HCl 10mM, pH 8.1, 0.25M LiCl, 1% NP-40, 1% deoxycholic acid, 1mM EDTA), and TE buffer (Tris-HCl 10mM, pH 8.1, 1mM EDTA). The pellet in TE buffer was incubated in a heater at 80°C for 10 min, and was centrifuged at 12000g 4°C for 1min. The supernatant was collected for qPCR analysis, and the pellet was used as the protein sample for western analysis.

### *GTPase activity assay*

The GTPase activity assay is based on checking the inorganic phosphate (Pi) level released from a phosphorylated substrate. This assay is performed under standard procedure of PiColorLock Phosphate Detection System (303-0030, expedeon). Using purified Bms11-WT-HA, Bms11-163-HA, Bms11-X-HA with GTP (Thermol Scientific) to start the enzyme reaction for 5mins and 60mins. The absorbance values at a wavelength between 590nm and 650nm were recorded. EDTA was used to stop the enzyme activity.

### *Human BMS1 knockdown analysis*

HeLa cell were cultured in DMEM (10% fetal bovine serum and 1% penicillin and streptavidin) maintained at 37 °C in 5% CO<sub>2</sub>. Two siRNAs (siBMS1#3 and siBMS1#6) specifically targeting human BMS1 and a control siRNA (Supplementary Table S5) were purchase from Ribobio. siRNAs were (40nM) transfected twice using Lipofectamine RNAiMAX (Invitrogen) according to the instruction. Expression vectors were transfected with Liposomal Transfection Reagent (Yeason). For protein sampling, cell were lysed with NETN buffer (containing 1µg/ml aprotinin and leupeptin) and incubated on ice for 15mins. After centrifugation, the supernatants were used to performing immunoblotting with standard procedures. Antibodies against human BMS1 and TTF1 were used to detect endogenous BMS1 and TTF1 in HeLa cells, respectively. For BrdU/PI double labeling and flow cytometry analysis, 20µM BrdU was added into medium for 1hr before harvest the cell. Washed the cell with PBS, and fixed with pre-colded 70% ethanol overnight. Using 2.5M HCl to denature the DNA double helix. After washing 3 times with PBS, cell were incubate with mouse anti-BrdU antibody (1:100, Roche) in blocking buffer (PBS+0.1% Triton X-100+5% BSA) for 12hrs. Washing 3 times with blocking buffer adding 300mM NaCl. Incubate with FITC-conjugated goat anti-mouse IgG (1:100) for 4hrs. Washing 3 times with blocking buffer adding 300mM NaCl. Cells were resuspended in PBS with propidium iodide (PI) (50µg/ml) and 200µg/ml RNase A at room temperature for 30 minutes and subjected to flow cytometry analysis on BD FACS Calibur flow cytometer.

For RPA2 immunofluorescence staining, cell were cultured on coverslips. Incubate with 0.5% Triton X-100 in PBS for 5mins at room temperature, followed by fixed with 3% paraformaldehyde for 10mins at room temperature. After washing with PBS, incubate cells with primary antibodies for 20mins at room temperature. Washing 3 times with PBS, the coverslips were incubate with secondary antibodies and DAPI for another 20mins at room temperature. Images were taken under an Olympus BX61WI confocal microscope. RPA2 signals were captured using ImageJ software.

Plasmids expressing Flag-tagged human BMS1 (Flag-BMS1<sup>R</sup>) and BMS1-163 (Flag-BMS1-163<sup>R</sup>) were respectively constructed via site-guided mutagenesis without altering the

BMS1 coding sequence using primers Flag-BMS1R-R and Flag-BMS1R-F (Supplementary Table S5).

#### *Quantification and statistical analysis*

For comparing 28S/18S rRNA ratios, the peak values of 18S and 28S rRNA were calculated by Agilent Bioanalysis 2100 (Agilent, USA) from three independent samples for each genotype.

qPCRs were performed on a CFX96TM Real-Time System (Bio-Rad) cyclor and data were normalized against GAPDH.

For comparing the number of nucleoli between WT and *bms1l<sup>sq163</sup>*, hepatocytes and pancreatic cells were categorized into three groups based on the number of nucleoli (1, 2 or  $\geq 3$ ) within each cell. For comparing the size of nucleolus between WT and *bms1l<sup>sq163</sup>* hepatocytes, the areas of nucleolus and nucleus in each cell were calculated by Photoshop for analyzing the area ratio of nucleolus to nucleus.

For comparing the ratio of PCNA, EdU, BrdU, Rpa2, Ttf1 or pH3 signal positive cells between WT and *bms1l* mutants, the number of signal-positive cells, double-labeled cells and total cells in liver or gut were counted and compared. For comparing the ratio of PCNA or EdU signal positive cells in neural tube between WT and *bms1l* mutants, the areas of signal-positive cells and total cells were measured and compared.

For comparing the Ttf1 signal intensity in WT, *bms1l* or *rcl1* mutant, the intensity of Ttf1 and DAPI were calculated by FV10-ASW 3.0 viewer, respectively, for analyzing the ratio of intensity of Ttf1 to DAPI.

For comparing the DNA content in hepatocytes between *bms1l<sup>sq163</sup>* and its siblings, the peak value of 2n, 4n and polyploidy were calculated by BD FACS Calibur flow cytometer from three independent samples for each genotype.

For the immuno-TEM analysis of Rpa2 in WT and *bms1l<sup>sq163</sup>* mutant hepatocytes, the number of gold particles was counted and the areas of nucleolus and nucleoplasm were measured based on pixels for calculating the ratio of gold particles spots to area.

For comparing the liver and pancreas development among the siblings, *p53<sup>M214K</sup>* single mutant, *bms1l<sup>sq163</sup>* single mutant and *bms1l<sup>sq163</sup> p53<sup>M214K</sup>* double mutant, the areas of liver, pancreas and yolk were measured, respectively, for analyzing the area ratio of liver or pancreas to yolk.

For statistic analysis, comparisons were made using the Student's *t*-test assuming a two-tailed distribution, with significance being defined as  $p < 0.05$  (\*),  $p < 0.01$  (\*\*) and  $p < 0.001$  (\*\*\*), no significance (NS).

## References

- Berghmans, S., Murphey, R.D., Wienholds, E., Neuberg, D., Kutok, J.L., Fletcher, C.D., Morris, J.P., Liu, T.X., Schulte-Merker, S., and Kanki, J.P., et al.(2005). tp53 mutant zebrafish develop malignant peripheral nerve sheath tumors. *Proc Natl Acad Sci U S A* 102, 407-412.
- Chen, J., Ruan, H., Ng, S.M., Gao, C., Soo, H.M., Wu, W., Zhang, Z., Wen, Z., Lane, D.P., and Peng, J.(2005). Loss of function of def selectively up-regulates Delta113p53 expression to arrest expansion growth of digestive organs in zebrafish. *Genes Dev* 19, 2900-2911.
- Gao, C., Huang, W., Gao, Y., Lo, L.J., Luo, L., Huang, H., Chen, J., and Peng, J.(2019). Zebrafish hhex-null mutant develops an intrahepatic intestinal tube due to de-repression of cdx1b and pdx1. *J MOL CELL BIOL* 11, 448-462.
- Guan, Y., Huang, D., Chen, F., Gao, C., Tao, T., Shi, H., Zhao, S., Liao, Z., Lo, L.J., and Wang, Y., et al.(2016). Phosphorylation of Def Regulates Nucleolar p53 Turnover and Cell Cycle Progression through Def Recruitment of Calpain3. *PLOS BIOL* 14, e1002555.
- Lo, J., Lee, S., Xu, M., Liu, F., Ruan, H., Eun, A., He, Y., Ma, W., Wang, W., and Wen, Z., et al.(2003). 15000 unique zebrafish EST clusters and their future use in microarray for profiling gene expression patterns during embryogenesis. *GENOME RES* 13, 455-466.
- Mu, Y., Lou, J., Srivastava, M., Zhao, B., Feng, X.H., Liu, T., Chen, J., and Huang, J.(2016). SLFN11 inhibits checkpoint maintenance and homologous recombination repair. *EMBO REP* 17, 94-109.
- Tao, T., Shi, H., Huang, D., and Peng, J.(2013). Def functions as a cell autonomous factor in organogenesis of digestive organs in zebrafish. *PLOS ONE* 8, e58858.
- Wan, H., Korzh, S., Li, Z., Mudumana, S.P., Korzh, V., Jiang, Y.J., Lin, S., and Gong, Z.(2006). Analyses of pancreas development by generation of gfp transgenic zebrafish using an exocrine pancreas-specific elastaseA gene promoter. *EXP CELL RES* 312, 1526-1539.
- Wang, Y., Luo, Y., Hong, Y., Peng, J., and Lo, L.(2012). Ribosome biogenesis factor Bms1-like is essential for liver development in zebrafish. *J GENET GENOMICS* 39, 451-462.
- Wang, Y., Zhu, Q., Huang, L., Zhu, Y., Chen, J., Peng, J., and Lo, L.J.(2016). Interaction between Bms1 and Rcl1, two ribosome biogenesis factors, is evolutionally conserved in zebrafish and human. *J GENET GENOMICS* 43, 467-469.

How the deposited data were processed for this re-analysis (not part of the article)

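ChIP-seq of Ttf1 was performed on zebrafish embryos of the AB strain at 3dpf, with 1 Ttf1 IP library and 1 input library, as the labels and Figure 5E give them. The methods name mouse IgG as the negative control, and no IgG library was used here. Each group holds 1 library.

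What the authors did before deposit was to call peaks in the IP library and to annotate each peak with a gene element and an Ensembl gene. The peak caller, its version and settings, its control, the aligner and the genome build are not given in the sources used here. GRCz10 is named in the paper for its RNA-seq only. The column names are those of MACS2, and the list has no summit column, as in that caller's output for broad peaks, which is an inference from the layout. The fold enrichment of a peak, as the authors deposited it, is a ratio of the IP pileup to the background, and its lowest value is 2. The pileup, as the authors deposited it, is a signal of read coverage whose scaling is not stated. The p-value and q-value of each peak were deposited as −log10 values by the authors. An average over a wide peak lowers the fold of a narrow site in it, and reads placed in repeated sequences can raise or lower both pileup and background. In all 14094 peaks the length equalled end minus start plus 1, so coordinates were read as counted from 1 with the end included.

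From this list were computed the number of peaks, their overlap with the 35 regions of Supplementary Table S6 (at least 1 base), the percentile of the fold enrichment of the overlapping peaks among 10000 random sets matched on the decile of width, the peaks in the interval drawn in Figure 5E, the shares of annotated elements, the consensus scan of peak-1 to peak-4 with 1000 shuffles, and the number of Table S6 regions with another within 50 kb. Percentiles count ties evenly on both sides and are descriptions of this list. Shares carry exact binomial 95% intervals (Clopper-Pearson). The regions, gene lists and read totals of the paper's tables are the paper's values. Gene symbols were taken from an Ensembl name table and from RefSeq genes of the GRCz12tu assembly, used for names only. Of the 5469 genes assigned a peak, 5221 had a symbol. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

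Before the data were examined, the tests, their alternatives and the rule for named items were set. The rule names every gene or region that the paper ties to the ChIP-seq, the 10 peaks with the largest fold enrichment and the 5 regions with the largest fold in Supplementary Table S6, whose values had been seen by then. The alternatives were a −log10 q of at least 5 or 10, a fold enrichment of at least 4, an overlap of at least 50% of both intervals or the same start and end, no matching or matching on −log10 p, the downstream intervals alone, the first 10 bases of the consensus, the 25 chromosomes, distances of 20 and 200 kb, and draws matched on fold enrichment. A q of at most 0.05, counting regions in the same peak as 1, draws from the 350 peaks with the largest fold a limit to peaks in exons and UTRs and a count of neighbours among the 350 peaks of largest fold outside Table S6 were added after seeing the data.

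The procedures were tested on cases with known answers. For the overlap and the percentile these were taken from the 14094 deposited peaks, and for the neighbours and the consensus they were simulated. Of 20 regions planted inside peaks 20 were found, and 0 of 15 regions placed in gaps were called, which checks the code only. The matched percentile lay inside the middle 95% for 190 of 200 random sets of deposited peaks. It lay above it for 200 of 200 sets with raised folds. These sets used fewer draws than the main run. All 12 planted neighbours were counted, and 200 of 200 planted consensus sequences were recovered.

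The read totals are those of Supplementary Table S5, and depth per peak is unknown. Sequences of the peaks' intervals, peaks at copies of the peak-1 to peak-4 sequences and peaks at rRNA genes outside chromosome 5 were not analysed here, because they need a genome of the build of the list. The consensus scan was planned against random genome intervals, and shuffled sequences, set as its alternative, were used in their place. The maternal rDNA on chromosome 4 was not analysed here, and 0 peaks had an annotation text that names rRNA.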

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

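The limit of a q of at most 0.05 and the tests of the 18S peak, of the background and of nearness to the Table S6 regions were chosen only after the results were seen. They replaced an earlier comparison of pileup over fold with all peaks, which was dropped because a high −log10 q at a modest fold needs many reads by construction.

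In the authors' deposited table, 25 peaks had a q of at most 0.05, of which 18 held a region of Supplementary Table S6 and 7 did not. The paper does not report on these 7 peaks, and that is why they are listed. The peak at the 18S rDNA, on chromosome 5 from 825985 to 827914, had a fold of 3.72. On chromosome 4 a peak in an exon of ENSDARG00000103204, from 53828787 to 53831760, had a fold of 3.87. Those on chromosome 20 from 4435577 to 4439921 and on chromosome 14 from 19802459 to 19803279 had folds of 3.23 and 3.36. On chromosome 2 from 15061403 to 15061661 the fold was 3.09, and on chromosome 24 from 12270692 to 12271135 it was 2.55. The peak on chromosome 7 from 13741064 to 13741395, with a fold of 4.19, falls under the rule for named items, as does the 18S peak; the other 5 were named after their values were seen.

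The 18S peak had a pileup over fold of 24.8, second only to 1 other peak of the list, where the median of all peaks was 1.15. This quotient was taken as the background that the caller used at the peak, and reads in the input library were not measured. A high background could come from repeated rDNA copies. If positions of high background reached a fold like this in general, other such peaks would do so too. Of the 50 other peaks with the highest pileup over fold, 5 had a fold of at least that of the 18S peak, and the median fold of the 50 was 2.28. Of the remaining 14043 peaks, 6 reached that fold, so such folds were more frequent at high background. Of the 5 peaks, 4 hold a region of Supplementary Table S6, and their pileup over fold was 2.07 to 4.54. Among the 6 other peaks with a pileup over fold above 5, a limit set after seeing the values, 0 reached the fold of the 18S peak, and the highest fold was 3.10. Only 1 other peak has a background as high as that of the 18S peak, so whether a high background accounts for its fold stays open. In Figure 5G the paper uses the 18S as a negative control. In Figure 5F it reports that tagged Ttf1a from cultured cells bound peak-1 and peak-3 DNA, and did not bind the 18S rDNA.

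For the other 6 peaks, a higher background than at the Table S6 peaks is a candidate explanation. Their median pileup over fold was 3.12, against 2.03 for the peaks of Table S6 with a q of at most 0.05, at percentile 69.5 of random sets of 6 drawn from these 24 peaks together, which leaves it open. Another candidate explanation is that they are neighbours of the Table S6 regions. Within 200 kb of such a region lay 3 of the 7 peaks, and 1 of the 3 is the 18S peak. Of the other 6 peaks it was 2, those on chromosomes 14 and 2, where 10000 random draws of 6 peaks had a median of 0 and at most 2. The other 4 lay elsewhere, so this stays open too. The libraries come from 1 genotype at 1 age, so no biological explanation was tested.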

How the results depend on the processing

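The alternatives with a q of at most 0.05, with regions in the same peak counted as 1 and with draws from the 350 peaks of largest fold were chosen only after the results were seen.

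The number of peaks depended on the threshold. It fell from 14094 to 7 at a −log10 q of at least 5, to 4 at 10, to 10 at a fold of at least 4 and to 25 at a q of at most 0.05, and it was 14094 on the 25 chromosomes. The overlap with Supplementary Table S6 fell from 34 regions to 7 and 3 at the −log10 q limits, to 11 at a fold of at least 4, to 22 at a q of at most 0.05, to 8 when 50% of both intervals had to be shared and to 0 for the same start and end. Fewer peaks remain under each limit by construction, and the regions are narrower than their peaks, so these falls follow from the settings. At the rDNA on chromosome 5 the number stayed at 1 at both −log10 q limits, and was 0 at a fold of at least 4 and 0 in the downstream intervals alone.

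The percentile of the fold enrichment of the Table S6 peaks was 100 with matching on width, without matching and with matching on −log10 p, which the paper's choice of regions from the same ChIP-seq largely sets beforehand. In the consensus scan the closest match had 8 mismatches in each sequence, and 3 over the first 10 bases, where fewer bases are compared. Of the 4 peaks with a −log10 q of at least 10, introns held 25.0% and the 3ʹ UTR 25.0%, 50.0% had no element, and exons and the 5ʹ UTR held 0% each. With 4 peaks, the exact binomial interval of the 25.0% runs from 0.631% to 80.6%, so these shares say little about the list. On the 25 chromosomes the shares were the same as for all peaks.

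The number of Table S6 regions with another within 50 kb was 18, also with draws matched on fold, and it was 16 within 20 kb and 20 within 200 kb. With regions in the same peak counted as 1, it was 9 of 28 peaks, and 9 beside draws from the 350 peaks of largest fold; each number was above all random draws. Draws of 28 keep few of the neighbouring pairs among 350 peaks, so the last comparison does not show whether those peaks lie close together. The difference between up- and downregulated genes with a peak stayed inside the middle 95% of random divisions in each setting run. The comparison is void for the reason given under the other observations. At a −log10 q of at least 10, moreover, 1 of 339 upregulated and 0 of 356 downregulated genes carried a peak. With so few, the difference could not leave the middle 95%.

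Not run were the percentile at a −log10 q of at least 5 or 10 or at a fold of at least 4, where too few peaks are left for matched sets, and the limit to peaks within 3 kb of a transcription start site, since the list gives no distance. Also not run were the peaks that hold the peak-1 to peak-4 sequences and the peaks at rRNA genes outside chromosome 5, with their alternatives of identity and of −log10 q, and the consensus in the peaks and in random genome intervals, since no genome of the list's build was used here. No paired analysis was possible because each group has 1 library. The depth per peak is unknown, and with 1 library per group the spread between embryos or libraries cannot be given for any value.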

Differences from the paper's values

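The limit of a q of at most 0.05 was chosen only after the values were seen.

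The paper's number of regions bound by Ttf1 is 35, and the deposited list holds 14094 peaks. The regions are not rows of that list, since 0 share their start and end with a peak. A limit on the list could therefore not return the regions as such. Of the alternatives set before the data were examined, none came within 1.5 times of the paper's number: a −log10 q of at least 5 gave 7, a −log10 q of at least 10 gave 4, a fold of at least 4 gave 10 and the 25 chromosomes gave 14094. A q of at most 0.05, which was chosen after seeing the values, gave 25, and it drops 12 of the paper's regions, those that overlap a peak only without this limit.

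The paper names 4 peaks, peak-1 to peak-4, downstream of the rDNA on chromosome 5, and the deposited list has 0 peaks in the downstream intervals of Figure 5E. In the whole interval drawn there it has 1 peak, which lies in the 18S and so is not a counterpart of the 4. None of the alternatives set before the data were examined gave a downstream peak, and none could, since each only removes peaks or narrows the interval. Both −log10 q limits kept the 18S peak, and a fold of at least 4 left 0 peaks in the drawn interval.

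For the folds, no alternative was set, since each peak has a single deposited value. The folds of a pair cover unlike intervals, since a peak was 1.05 to 35.9 times as wide as its region. The paper's fold in Supplementary Table S6 and that of the deposited peak were 9.40 and 4.65 on chromosome 7 from 52740056, 9.27 and 2.61 on chromosome 20 from 17121450, and 8.73 and 2.44 on chromosome 16 from 26068364. They were 5.74 and 3.10 for the region on chromosome 4 from 76322610 described as NLRC3-like, and 4.06 and 2.55 for the region described as Trappc8.

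The paper places the Ttf1-binding sites of this locus downstream of the rDNA. It uses the 18S as a negative control in its ChIP-PCR on embryos at 3dpf (Figure 5G). In Figure 5F it also reports that tagged Ttf1a from cultured cells bound peak-1 and peak-3 DNA, and did not bind the 18S rDNA. Both are other assays than the ChIP-seq behind the list. In the deposited list, the peak of the locus lies in the 18S, with a fold of 3.72, and no peak lies in the downstream intervals. The overlap with the table's regions, 34 of 35, lay within 1.5 times of the paper's number. As both come from the same ChIP-seq, this is no independent agreement. Also within 1.5 times were the folds on chromosome 20 from 55336087 (16.38 in the paper's table, 14.06 in the list) and at mphosph10 (10.43 and 8.93). So was the fold on chromosome 4 from 76319958, also described as NLRC3-like (3.21 and 3.10).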

Other observations

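The tests of the fold and width ratios, of the missing chromosomes, of regions in the same peak, of the neighbours among the 350 peaks of largest fold and of peaks in exons and UTRs were chosen only after the results were seen, and so was the wider matching of gene names.

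The regions of Supplementary Table S6 lie close together. Of the 35 regions, 18 had another within 50 kb, where 10000 random draws of as many peaks had a median of 0 and at most 6. They formed 7 groups, the largest with 5 regions on chromosome 4 from 28572876 to 28605470. If a wide peak listed as several regions were the whole explanation, the grouping would vanish with each peak counted as 1, but 9 of the 28 peaks still had another within 50 kb, at percentile 100 of random draws. If peaks of high fold enrichment lay close together throughout the list, those outside Table S6 would show it too. Of the 350 peaks of largest fold, 332 held no Table S6 region, and 16 of these had another of them within 50 kb (4.82%, exact binomial 95% interval 2.78% to 7.71%), at percentile 88.2 of random sets of 332 peaks, where the share of the Table S6 peaks was 32.1% (15.9% to 52.4%). This argues against grouping throughout the peaks of high fold, but 9 of the 10 largest folds hold a Table S6 region, so it does not speak for the very largest. Repeated sequences in the genome were not tested and stay open, as does a biological arrangement of binding sites, for which the design offers no comparison.

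The fold in Supplementary Table S6 was above that of the deposited peak in all 34 pairs. A candidate explanation is that the deposited value is an average over a wider interval. Across the regions, the ratio of the folds rose with the ratio of peak width to region width (Spearman's rho 0.640), as this explanation needs. Regions in the same peak are not independent. The regions are not peaks of the deposited list as they stand, since 0 share their start and end with a peak. In addition, 1 region lies in no peak. The paper's text does not name the settings behind the table, so whether the regions came from another call of peaks with other settings stays open.

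Chromosomes 6, 12 and 25 hold none of the deposited peaks. They also hold none of the Table S6 regions, but neither do chromosomes 1, 3, 9, 13, 15, 18, 19 and 24, which hold 514 to 731 peaks each. The absence of regions is therefore not particular to chromosomes 6, 12 and 25. Chance spread of the peaks is excluded for these 3 chromosomes, since every chromosome with a peak holds at least 454. The removal of peaks after they were numbered is excluded as well, since 0 numbers are missing from the peak names. A step before the numbering stays open and was not tested. No biological explanation was tested.

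Introns held 6756 of the 14094 peaks (47.9%, exact binomial 95% interval 47.1% to 48.8%), and 5205 (36.9%) had no annotated element. Exons held 1381 (9.80%), the 3ʹ UTR 454 (3.22%) and the 5ʹ UTR 298 (2.11%). Only 25 of all peaks had a q of at most 0.05, and the genome's own shares were not computed. The shares therefore describe the list and not where Ttf1 binds. Of the 28 peaks at Table S6 regions, 24 had no annotated element (85.7%, interval 67.3% to 96.0%), 3 lay in introns and 1 in an exon.

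The largest pileup of the list, 263.1, belonged to a Table S6 peak on chromosome 22 from 39221241 to 39222304, with a fold of 2.37 and a −log10 q of 41.0; it was named after its values were seen. The trappc8 gene carried 4 peaks, with a largest fold of 2.55 and a highest −log10 q of 0.608, so none had a q of at most 0.05. Of the 6 genes named ttf1.1 to ttf1.6, 3 carried a peak, with folds of 2.01 to 2.20 and a highest −log10 q of 0.106; the tables used here do not pair the paper's ttf1a and ttf1b with Ensembl genes. Neither bms1l, listed as bms1, nor rcl1 carried a peak.

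The hypothesis that genes upregulated in the bms1l mutant carry a peak more or less often than downregulated genes could not be decided. Of the 390 upregulated genes of the paper's Table S2, 339 were matched to the gene identifiers (86.9%), and of the 453 downregulated genes of Table S1, 356 (78.6%), although RefSeq synonyms were added after a first match found fewer. Since under 80% of the downregulated genes matched, the comparison is void. A peak was assigned to 52 of the 339 (15.3%) and to 54 of the 356 (15.2%), a difference at percentile 53.3 of 10000 random divisions of these genes. Longer introns in either list are a possible explanation of a difference, and with peaks in exons and UTRs alone the percentile was 82.8, which decides nothing either.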
